# Harnessing changes in open chromatin determined by ATAC-seq to generate insulin-responsive reporter constructs

**DOI:** 10.1186/s12864-022-08637-y

**Published:** 2022-05-25

**Authors:** Collin B. Merrill, Austin B. Montgomery, Miguel A. Pabon, Andrey A. Shabalin, Aylin R. Rodan, Adrian Rothenfluh

**Keywords:** *Drosophila melanogaster*, S2 cells, Insulin, RNA-seq, ATAC-seq

## Abstract

**Background:**

Gene regulation is critical for proper cellular function. Next-generation sequencing technology has revealed the presence of regulatory networks that regulate gene expression and essential cellular functions. Studies investigating the epigenome have begun to uncover the complex mechanisms regulating transcription. Assay for transposase-accessible chromatin by sequencing (ATAC-seq) is quickly becoming the assay of choice for many epigenomic investigations. However, whether intervention-mediated changes in accessible chromatin determined by ATAC-seq can be harnessed to generate intervention-inducible reporter constructs has not been systematically assayed.

**Results:**

We used the insulin signaling pathway as a model to investigate chromatin regions and gene expression changes using ATAC- and RNA-seq in insulin-treated *Drosophila* S2 cells. We found correlations between ATAC- and RNA-seq data, especially when stratifying differentially-accessible chromatin regions by annotated feature type. In particular, our data demonstrated a weak but significant correlation between chromatin regions annotated to enhancers (1-2 kb from the transcription start site) and downstream gene expression. We cloned candidate enhancer regions upstream of luciferase and demonstrate insulin-inducibility of several of these reporters.

**Conclusions:**

Insulin-induced chromatin accessibility determined by ATAC-seq reveals enhancer regions that drive insulin-inducible reporter gene expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08637-y.

## Background

Gene regulation is essential to the development and maintenance of life. Gene regulatory networks describe the interplay between regulatory regions, such as promoters and enhancers, and expression of their target genes [1]. Deciphering how specific regulatory regions control gene transcription can provide insights into biological processes such as cell type differentiation [2, 3], responses to addictive substances [4], and other cell functions.

The advent of new sequencing techniques has led to a greater understanding of how genes are differentially expressed. RNA-seq has provided a broader and more detailed picture of complex transcriptional states and responses [5, 6]. While genome-wide RNA-seq experiments can yield information on the many genes that are differentially transcribed in different conditions, these rich datasets reveal little about the regulatory mechanisms involved in directing these expression changes.

Epigenomic assays such as chromatin immunoprecipitation (ChIP-seq), DNAse-seq, and assay for transposase-accessible chromatin by sequencing (ATAC-seq) can interrogate chromatin accessibility and identify transcription factor binding sites [7–9]. The relationship between chromatin accessibility and transcription is complicated. Previous studies show little overlap between corresponding differences in chromatin and transcription [10–12], which highlights the complex interactions between the chromatin state and downstream gene expression. Furthermore, few studies have analyzed if changes in open chromatin induced by an intervention occur in transcriptional enhancers that can be coupled to heterologous minimal promoters to engineer intervention-inducible reporter constructs.

Here, we sought to characterize the relationship between ATAC-seq and RNA-seq data in more detail, with particular focus on whether intervention-induced changes in chromatin accessibility can accurately predict gene expression. We used the insulin signaling pathway as a model because the insulin receptor activates multiple downstream signaling pathways [13–15], resulting in widespread changes to the chromatin state [16] and gene expression [17]. Our data from *Drosophila* S2 cells show that ATAC-seq and RNA-seq datasets are correlated, mainly driven by the ATAC-seq peaks/reads located in gene promoter regions. We also show that DNA regions with increased accessibility after insulin treatment can be harnessed to generate insulin-inducible reporter constructs.

## Results

### ATAC-seq and RNA-seq changes in insulin-exposed S2 cells

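S2 cells are a line of macrophage-like cells derived from late embryos of Drosophila melanogaster. They were kept without serum for 24 h and then exposed to 10 µM insulin or to vehicle, which was 25 mM HEPES at pH 8.2, for 4 h. The labels of the deposited samples write the dose as 10 M, and the paper's dose is used here. ATAC-seq uses a transposase that places sequencing adapters into accessible DNA, so that accessible regions collect more reads. It was performed on 3 samples per treatment, each of 60000 sorted cells that did not take up DAPI. The sources used here do not say whether the 3 samples came from separate cultures, so a p-value measures the spread between these samples only. The paper's Additional file 1 gives 15950956, 15103825 and 19901587 reads for vehicle replicates 1 to 3, and 20459629, 18610600 and 17872697 for insulin replicates 1 to 3. The authors aligned the reads to dm6 with Novoalign, which placed reads with several matches at random, and called peaks on the 3 samples of a treatment together. They then merged both peak lists, counted the reads in each merged peak, assigned each peak to a feature and a gene with ChIPseeker, and compared the treatments with DESeq2. The values used here are the peak lists with the authors' score for each peak, the annotation, and for each merged peak the authors' mean normalized count, log2 fold change, standard error, p and adjusted p. Counts per ATAC-seq sample were not used here, so every change in accessibility given for a peak is the authors' value and carries no test of its own here. From these files, the peak lists were compared by overlap, the feature classes were tallied, and each peak was joined to the RNA-seq values of the gene to which it was annotated. Coordinates are those of dm6.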

To investigate the concordance in changes in gene expression and chromatin accessibility, we exposed serum-starved *Drosophila* S2 cells to insulin or vehicle and harvested the cells 4 hours later for ATAC-seq and RNA-seq analysis. We determined genome-wide changes in open chromatin by ATAC-seq and identified 9726 high-confidence peaks (i.e., regions of accessible DNA mapped to the nuclear genome) in the insulin-exposed S2 cells and 9560 in the vehicle-exposed S2 cells. 

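Most regions of accessible DNA were called in both conditions. Of the 9726 peaks called after insulin, 8824 (90.7%) overlapped a peak called after vehicle by at least 1 bp, and 902 did not. Of the 9560 vehicle peaks, 8285 (86.7%) overlapped an insulin peak, and 1275 did not. These counts depend on the overlap required: at 50% of both peaks, 2292 insulin peaks and 2126 vehicle peaks had no such partner in the other list. Peaks at the promoters of nerfin-1, which encodes a zinc finger transcription factor of neurons, and of Rgk2, which encodes a small GTPase, were among those called after insulin alone, and a peak in an intron of the serotonin receptor gene 5-HT2B was called after vehicle alone. The insulin peaks covered 9.95 Mb with a median width of 640 bp, and the vehicle peaks covered 10.7 Mb with a median width of 680 bp. Because the authors called each list on 3 samples together, no spread between replicates can be given for these counts.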

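Peaks of the merged set fall into 3 groups by where they were called. A peak called in both conditions lay under 8092 merged peaks (78.8%), whose median log2 fold change in the authors' deposited table was -0.001. The 902 merged peaks called after insulin alone had a median of 0.26 in the authors' deposited table, and the 1275 called after vehicle alone had a median of -0.10. The peaks of a single condition were narrow, with a median width of 380 bp against 850 bp for those called in both. At the authors' FDR < 0.1, 117 of the peaks called after insulin alone were more accessible after insulin and 0 were less accessible in the authors' deposited table. Of those called after vehicle alone, 40 were less accessible and 0 were more accessible in the authors' deposited table. A peak's place in the lists and its fold change come from the same reads, so these counts are not independent of the calls.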

Merging the control and experimental peak sets resulted in 10,269 peaks. The largest variance in this dataset (6 samples; 2 treatments × 3 replicates) arose from insulin treatment, as shown by principal component analysis (PCA; Fig. 1A). 

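RNA-seq was performed on 3 vehicle and 3 insulin samples of the same treatment, after removal of rRNA, with single reads of 50 nt. The authors aligned the reads with STAR to BDGP6 and counted them per gene with featureCounts. The deposited raw counts, which are whole numbers and not normalized, hold 10287 genes. They sum to 8910251, 8125856 and 10256535 for libraries X1 to X3 of the vehicle samples and to 9850342, 7132065 and 7339596 for libraries X4 to X6 of the insulin samples. The treatment of each library was taken from the authors' sample sheet, which gives no replicate number. The 10 genes with most counts took 8.13 to 9.86% of a library, mitochondrially encoded genes took 3.94 to 5.29%, and rRNA took 2.74 to 3.99%. Counts were normalized by TMM, 8683 genes passed edgeR's filter on low counts (filterByExpr), and insulin was compared with vehicle by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at FDR < 0.05. Libraries of the same treatment differed from each other by more than sampling noise, with a chi-square per degree of freedom of 2.27 to 6.90, against 21.9 to 28.1 for libraries of different treatments. In counts simulated for this comparison from 8598 of the genes, the test called 28 of 50 genes changed 1.2-fold, 42 of 50 changed 1.5-fold, 47 of 50 changed 2-fold and 49 of 50 changed 3-fold, and 14 of the 8400 genes left unchanged. A much larger part of the genes passed in the real comparison than was changed in the simulation, so these shares need not hold there.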

In parallel, we identified 10,287 transcripts in vehicle- and insulin-exposed S2 cells using RNA-seq. PCA indicated that the largest variance between the 6 samples resulted from insulin treatment (Fig. 1B). 

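The insulin and vehicle libraries separated on the first component, which held 64.2% of the variance of the 500 genes with the largest variance. Genes with large weights toward insulin were CG31869 (weight 0.102) and hoip (weight 0.0951), which encodes a protein of the spliceosome and of snoRNA particles. CG5059 (weight -0.0844), named BNIP3 in the reference annotation and encoding a mitochondrial protein of mitophagy, and CG18619 (weight -0.0749), named REPTOR-BP there and encoding a transcription factor that acts downstream of TOR, had large weights toward vehicle. The score on this component was -10.2 ± 0.272 (SD, n = 3) in the vehicle libraries and 10.2 ± 1.25 (SD, n = 3) in the insulin libraries, with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. The second component held 12.4% of the variance. Of the 500 genes, 327 passed edgeR's quasi-likelihood test at FDR < 0.05. The components were computed from log2 CPM with a prior count of 2.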

Because ATAC-seq provides a view of chromatin accessibility along all features of genes, we evaluated the feature distribution of both the treatment and the control ATAC-seq data (Fig. 1C, D). 

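Proximal promoters held most of the accessible DNA in both conditions. Peaks in promoters of ≤1 kb made up 5878 of the 9726 insulin peaks, or 60.4% (95% Wilson interval 59.5 to 61.4%), and 5826 of the 9560 vehicle peaks, or 60.9% (60.0 to 61.9%). Peaks in promoters 1-2 kb from the TSS made up 856 insulin peaks, or 8.80%, and 797 vehicle peaks, or 8.34%. Peaks in exons numbered 220 after insulin and 155 after vehicle, peaks in introns 1161 and 1196, and distal intergenic peaks 868 and 860. Over the 11 feature classes, the chi-square of the insulin against the vehicle list was 14.0 with 10 degrees of freedom and p = 0.173. In Fisher's exact test of a single class, p was 0.479 for promoters of ≤1 kb and 0.258 for promoters 1-2 kb from the TSS. Each peak took its class from the authors' annotation of the merged peak under it. Most peaks stand in both lists and peaks are not replicates, so these tests describe the lists and not the spread between samples.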

We observed the same genome features in the control and treated data, but the relative proportion of features was significantly different (χ^2^ = 19.6, df = 10, *p* = 0.03). This difference largely resulted from a change in the proportion of peaks annotated to distal (1-2 kb from the TSS) and proximal (≤1 kb) promoters, which increased from 8 to 9% and 58 to 60%, respectively (Fig. 1C), though the proportion of each feature was not significantly different (Fig. 1D). These results suggest that insulin signaling recruits additional regulatory features by changing chromatin accessibility.

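Peaks called in 1 condition only differed in where they lay. Promoters of ≤1 kb held 365 of the 902 peaks called after insulin alone, or 40.5% (95% Wilson interval 37.3 to 43.7%), and 704 of the 1275 called after vehicle alone, or 55.2% (52.5 to 57.9%), with an odds ratio of 0.551 and p = 1.4e-11 in Fisher's exact test. Promoters 1-2 kb from the TSS held 181 of the peaks called after insulin alone, or 20.1%, and 150 of those called after vehicle alone, or 11.8%, with an odds ratio of 1.88 and p = 1.6e-07 in Fisher's exact test. Exons held 86 of the peaks called after insulin alone and 28 of those called after vehicle alone, and introns held 76 and 180. Over the 11 classes the chi-square of these peaks was 126.5 with 10 degrees of freedom and p = 2.4e-22, a comparison chosen after seeing the data. The intervals cover counting error only. From the change in the proportion of features, the paper proposes that insulin brings additional regulatory features into play by changing chromatin accessibility.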

**Fig. 1:**
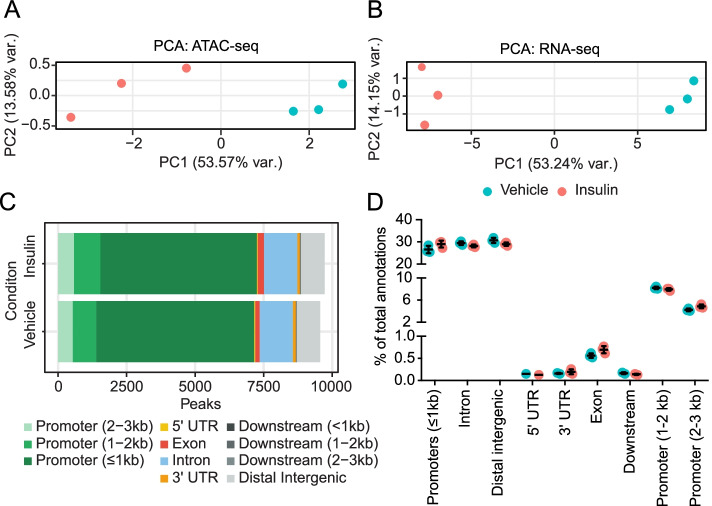
Insulin induces widespread alterations in chromatin accessibility and transcription. Serum-starved S2 cells were treated with vehicle or insulin for 4 h, and nucleic acids were isolated and analyzed. **A** Principal component analysis of chromatin accessibility determined by ATAC-seq. **B** Principal component analysis of transcript expression by RNA-seq. **C** Proportions of each genomic feature type in all annotated chromatin peaks analyzed by ATAC-seq in S2 cells after treatment with insulin or vehicle. **D** Proportion of each annotated feature type in each biological replicate. The data represent the mean ± SD. None of the proportions were significantly different

### ATAC-seq and RNA-seq reads show weak correlation driven by ATAC-seq peaks in proximal promoters

We next asked whether RNA transcript levels were correlated with ATAC-seq reads and whether the feature annotation of those ATAC-seq peaks, i.e. where in a gene they were located, mattered for any levels of correlation. 8621 out of 10,269 ATAC-seq peaks were mapped to a gene, and we plotted these ATAC-seq peak reads against the RNA-seq reads for each peak (thus duplicating many RNA-seq data points, since each gene has a median number of 2 (Quartile 1-3: 2-4) ATAC-seq peaks mapped to it). 

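Accessible regions were unevenly spread over genes. Of the 10269 merged peaks, 8695 were annotated to 1 of 4907 genes in the RNA-seq count table, and 8625 of the 10269 carried a gene symbol in the annotation. The gene with most peaks was 2SrRNA:CR45864, in the rRNA gene array of the X chromosome, with 49. It was followed by snoRNA:Psi28S-2996 with 28, CR40469 with 25, Caps with 23 and tlk, which encodes the Tousled-like kinase of chromatin assembly, with 20. Counted once per gene, the median was 1 peak with quartiles of 1 and 2. Counted once per peak, the gene to which a peak was annotated had a median of 2 peaks with quartiles of 1 and 4. No peak was annotated to 5380 genes of the count table. The annotation gives the gene with the nearest TSS, and the feature class of a peak can come from another gene.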

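Genes with strong peaks had somewhat more RNA, across 8695 pairs of a peak and its gene. Pearson's r between the log2 of the authors' mean normalized ATAC-seq count and the log2 of the mean TMM-scaled RNA-seq count, each with 1 added, was 0.125, and Spearman's rho was 0.152. Peaks annotated to 1 gene share its RNA-seq value, as do the 25 peaks of CR40469 or the 23 of Caps, so RNA-seq values were shuffled between genes with all peaks of a gene kept together. In 100000 such shuffles the two-sided permutation p was 1e-05 for r and for rho, the smallest they can give. Mean ATAC-seq counts ran from 69.0 to 208530 per peak, with a median of 243, in the authors' deposited table. The correlation is across genes within 1 experiment, and genes are not independent replicates.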

Overall, RNA-seq and ATAC-seq peak reads showed only a weak correlation (Pearson correlation coefficient *R* = 0.1; Fig. 2A), which was still highly significant (*p* = 2.2e-16) due to the number of data points. To determine if the counts for specific feature types were correlated, we stratified this analysis by the 11 ATAC-seq peak gene features. Only the peak reads in the ≤1 kb promoter class correlated with RNA-seq reads (*R* = 0.2, *p* = 2.2e-16; Fig. 2B), though this correlation was also weak. This would suggest that more highly transcribed genes require a greater extent of DNA accessibility in their promoters, which might be expected for efficient transcriptional initiation. 

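Genes whose proximal promoter peaks held more ATAC-seq reads had more RNA. The counts are per peak and were not divided by its width. When the 5541 peaks in promoters of ≤1 kb were divided into 5 equal groups by mean ATAC-seq count, the median RNA-seq count of their genes was 372 in the lowest group, 459, 577 and 720 in the next ones, and 1106 in the highest. The spread within a group was wide, with quartiles of 128 and 936 in the lowest and of 408 and 2466 in the highest. Over these peaks of 4462 genes, r was 0.219 and rho was 0.246 (permutation test over genes, p = 1e-05 for r, the smallest possible, and 1.1e-04 after Benjamini-Hochberg adjustment over 11 classes). In the other 10 classes no r passed the same test, with adjusted p from 0.397 to 0.944. Among these, r was 0.039 for promoters 1-2 kb from the TSS (828 pairs), -0.041 for 2-3 kb (508 pairs), -0.021 for introns (961 pairs), -0.005 for exons (212 pairs) and 0.068 for distal intergenic peaks (476 pairs). It was -0.320 for 5' UTRs (30 pairs), -0.064 for 3' UTRs (106 pairs) and for downstream elements of <1 kb (15 pairs), 0.044 for those of 2-3 kb (9 pairs), and -0.573 for those of 1-2 kb (9 pairs, exact permutation test, p = 0.108, adjusted p = 0.397). The sign of r for 2-3 kb promoters, 3' UTRs, exons, introns and downstream elements of <1 kb turns with the statistic or the filter on genes. From the promoter class, the paper proposes that genes with more transcription need more accessible promoters.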

Further, these results indicate that while information can be obtained from raw count data, these data cannot be used to predict the functional relevance of a specific genome feature type.

**Fig. 2:**
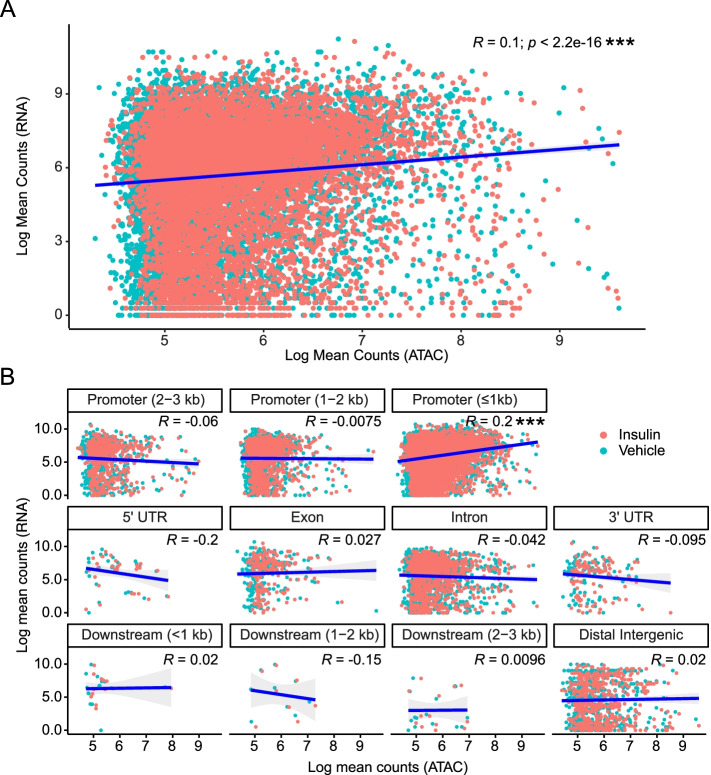
Chromatin peaks annotated to proximal promoters drive the correlation between normalized ATAC-seq and RNA counts. **A** Transcripts identified by RNA-seq were overlapped with chromatin peaks annotated to the same genes. The normalized ATAC- and RNA-seq counts were log scaled and analyzed using Pearson correlation analysis. **B** Overlapping ATAC- and RNA-seq counts from (A) were stratified by genomic feature. Pearson correlation analysis was used to identify feature-specific correlations between ATAC- and RNA-seq counts. Here, and in following figures, ns = not significant, *p < 0.05; **p < 0.01; ***p < 0.001

### Differential gene expression and DNA accessibility correlate for multiple ATAC-seq peak feature annotations

Next, we determined the insulin-induced changes in DNA accessibility and RNA expression. 

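The changes in accessibility were small. In the authors' deposited table the log2 fold changes of the 10269 peaks ran from -0.88, in an intron of beat-VI, to 0.73. Of the peaks at FDR < 0.1 in that table, 14 changed by more than 1.5-fold. Peaks at FDR < 0.1 were 7.53% of the set, were annotated to 665 genes, and had a median absolute log2 fold change of 0.28 in the authors' deposited table. At an unadjusted p under 0.05 there were 1959 peaks, and 200 peaks have no adjusted p in the authors' deposited table. On the X chromosome 61 peaks were more accessible and 117 less, on chromosome 4 the counts were 4 and 23, and on 2R they were 98 and 54, at the same threshold in the authors' deposited table. Of the peaks on the X, 30 of those more accessible lie in the rRNA gene array. The number of peaks is a tally of the authors' calls and was not tested again here.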

In the ATAC-seq peak set, 773 peaks were significantly differentially accessible (false discovery rate, FDR < 0.1) between the insulin-exposed and control samples. 

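Among the peaks with the largest rise, a peak 1-2 kb from the TSS of CG2812, over an exon of the calcium pump gene SERCA (2R, 23927151 to 23927960), had a log2 fold change of 0.70 (standard error 0.12, DESeq2 adjusted p = 3.7e-06) in the authors' deposited table. A peak over the gene for a cysteine tRNA, tRNA:Cys-GCA-3-1 (3L, 2273441 to 2273960), had 0.69 (standard error 0.14, DESeq2 adjusted p = 2.5e-04) in the authors' deposited table. The promoter peaks of Rgk2 (2R, 18540001 to 18540320) and nerfin-1 (3L, 909231 to 909580) each had 0.66 (standard error 0.16, DESeq2 adjusted p = 0.0044) in the authors' deposited table. A peak 1-2 kb from the TSS of snoRNA:Me18S-A28a, over exons of CG46315 and CG6424 (2R, 17704501 to 17705000), had 0.63 (standard error 0.13, DESeq2 adjusted p = 5.0e-04) in the authors' deposited table. All of these 5 peaks were called after insulin alone. The largest fall lay in an intron of beat-VI, which encodes a protein of the beaten path family of axon guidance (3R, 28441861 to 28442250), at -0.88 (standard error 0.20, DESeq2 adjusted p = 0.0020) in the authors' deposited table. The 3' UTR of CG3655 (X, 1074101 to 1074480) had -0.82 (standard error 0.15, DESeq2 adjusted p = 1.3e-05), and a peak nearest to the Su(Ste):CR42422 repeat of the Y (860121 to 860670) had -0.71 (standard error 0.13, DESeq2 adjusted p = 2.0e-05), both in the authors' deposited table. The promoter of lncRNA:CR45755 (3L, 16178501 to 16178920) had -0.71 (standard error 0.11, DESeq2 adjusted p = 1.4e-07), and the intron of 5-HT2B (3R, 8593141 to 8593530) had -0.61 (standard error 0.17, DESeq2 adjusted p = 0.0133), both in the authors' deposited table. The intervals between replicates are not known for these peaks, since counts per sample were not used here.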

364 peaks were more accessible upon insulin exposure, while 409 peaks were less accessible after exposure to insulin (Fig. 3A). 

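Promoters of ≤1 kb held most of the differential peaks and fell more often than they rose, with 170 peaks more accessible and 278 less accessible in the authors' deposited table. Introns also fell more often, with 31 more accessible and 58 less. Exons more often rose, with 22 peaks more accessible and 2 less, as did distal intergenic regions with 54 and 24, promoters 1-2 kb from the TSS with 38 and 22, and promoters 2-3 kb from the TSS with 35 and 16, in the authors' deposited table. Of the 54 distal intergenic peaks, 20 lie in the rRNA gene array of the X. The 5' UTRs had 2 and 2, the 3' UTRs 7 and 6, and downstream elements of <1 kb 1 and 0. Of the 10 downstream elements of 1-2 kb, 1 was more accessible, at CG30345, and of the 24 of 2-3 kb, 3 were more accessible, among them a peak at CG6149, and 1 was less accessible, in the authors' deposited table. Differential peaks were set against the other peaks over the 11 classes, with a chi-square of 12.8 and p = 0.232 from 10000 simulated tables with the same margins. With the stricter ATAC-seq FDR < 0.05, which leaves 440 peaks, the chi-square is 20.2 and the simulated p is 0.0461. Neither test uses the direction of change.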

The feature distribution of those differential peaks was very similar to the feature distribution in the whole ATAC-seq peak dataset (χ^2^ = 6.13, df = 10, *p* = 0.80; Fig. 3B), though we did not detect distal downstream elements (1-2 and 2-3 kb downstream) in the differentially accessible peaks. We also examined the significant gene expression changes from the RNA-seq dataset. In this dataset, 3616 genes were differentially expressed (FDR < 0.05) between the insulin-exposed and control samples. 

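Insulin changed the RNA of 4344 of the 8683 genes tested, or 50.0%, and most changes were small, with a median absolute log2 fold change of 0.326. CG31869 (2L, 10772038 to 10801109) rose from 3.27 ± 0.496 to 14.5 ± 0.0461 CPM (SD, n = 3), a log2 fold change of 2.16 (standard error 0.15, adjusted p = 5.0e-16 from edgeR's quasi-likelihood test). The snoRNA particle gene hoip rose from 95.4 ± 1.24 to 367 ± 18.5 CPM (SD, n = 3), a log2 fold change of 1.94 (adjusted p = 6.5e-35 from the same test). Nmdmc, which encodes a mitochondrial enzyme of one-carbon metabolism (3R, 9042508 to 9050555), rose from 50.8 ± 2.59 to 151 ± 5.17 CPM (SD, n = 3), and chrb, which encodes an inhibitor of TOR signaling, rose from 14.6 ± 0.891 to 41.2 ± 2.97 CPM (SD, n = 3; standard error of the log2 fold change 0.09, adjusted p = 3.5e-19 from the same test). Other genes among the 10 largest rises were CG16758 at 1.84, CG12909 at 1.52, U3-55K at 1.42, CG9008 at 1.37 and drd at 1.37 on the log2 scale. The mitophagy gene CG5059 (3L, 20514598 to 20519393) fell from 161 ± 2.97 to 48.7 ± 1.78 CPM (SD, n = 3), a log2 fold change of -1.73 (standard error 0.05, adjusted p = 1.7e-30 from the same test). Pdcd4, which encodes an inhibitor of translation initiation (X, 13745577 to 13755406), fell from 499.7 ± 8.20 to 192 ± 3.11 CPM (SD, n = 3), a log2 fold change of -1.38 (standard error 0.03, adjusted p = 9.7e-32 from the same test). CG18619, or REPTOR-BP, fell from 49.3 ± 3.50 to 16.9 ± 3.01 CPM (SD, n = 3), and Gs2, a glutamine synthetase gene, had a log2 fold change of -1.39 (standard error 0.08, adjusted p = 3.4e-19 from the same test). The other large falls were CG10581 at -1.57, CG32091 at -1.56, CR43833 at -1.54, CG6675 at -1.46, mura at -1.40 and Cyp12e1 at -1.37 on the log2 scale. These genes were named from the 10 largest rises and the 10 largest falls among genes of at least 5 CPM whose insulin and vehicle libraries do not overlap. In 4827 genes (55.6%) the libraries do not overlap, against 10% by chance for 3 against 3. With DESeq2 on the same genes, 3212 genes pass.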

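Genes that build ribosomes rose almost without exception. Of 44 genes of ribosome biogenesis, 43 rose and 1 fell, the same counts when adjusted over the list alone, among them mod at 1.31, nop5 at 1.30 and Nop56 at 1.29 on the log2 scale, with an adjusted p = 6.0e-23 from camera and adjusted p = 0.110 with an estimated correlation. Of 72 mitochondrial ribosomal protein genes, 67 rose and none fell (69 rose when adjusted over the list alone), among them mRpL14 at 0.73 and mRpS30 at 0.58, with an adjusted p = 4.4e-17 from camera and adjusted p = 0.168 with an estimated correlation. Genes of oxidative phosphorylation encoded in the nucleus rose in 64 of 71 (66 when adjusted over the list alone), among them CG1746 at 0.81 and ATPsyn-beta at 0.72, with an adjusted p = 2.9e-16 from camera and adjusted p = 0.168 with an estimated correlation. Of 21 genes of purine, pyrimidine and one-carbon metabolism, 16 rose and 2 fell (16 and 4 when adjusted over the list alone), among them r-l at 1.13 and ras, which encodes IMP dehydrogenase, with an adjusted p = 2.5e-06 from camera and adjusted p = 0.110 with an estimated correlation. Of 22 tRNA synthetase genes, 18 rose and none fell, the same when adjusted over the list alone, with Aats-ile at 0.67, an adjusted p = 1.6e-06 from camera and adjusted p = 0.110 with an estimated correlation. Of 37 translation initiation factor genes, 25 rose and 4 fell (25 and 5 when adjusted over the list alone), with eIF6 at 0.87, an adjusted p = 2.9e-04 from camera and adjusted p = 0.168 with an estimated correlation. Of 14 glycolysis genes, 9 rose and 1 fell, the same when adjusted over the list alone, with Gapdh1 at 0.40, an adjusted p = 0.0096 from camera and adjusted p = 0.375 with an estimated correlation. All of these lists were fixed before the data were examined. The plot of the listed genes shows these groups beside those that fell.

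**Figure D1:**
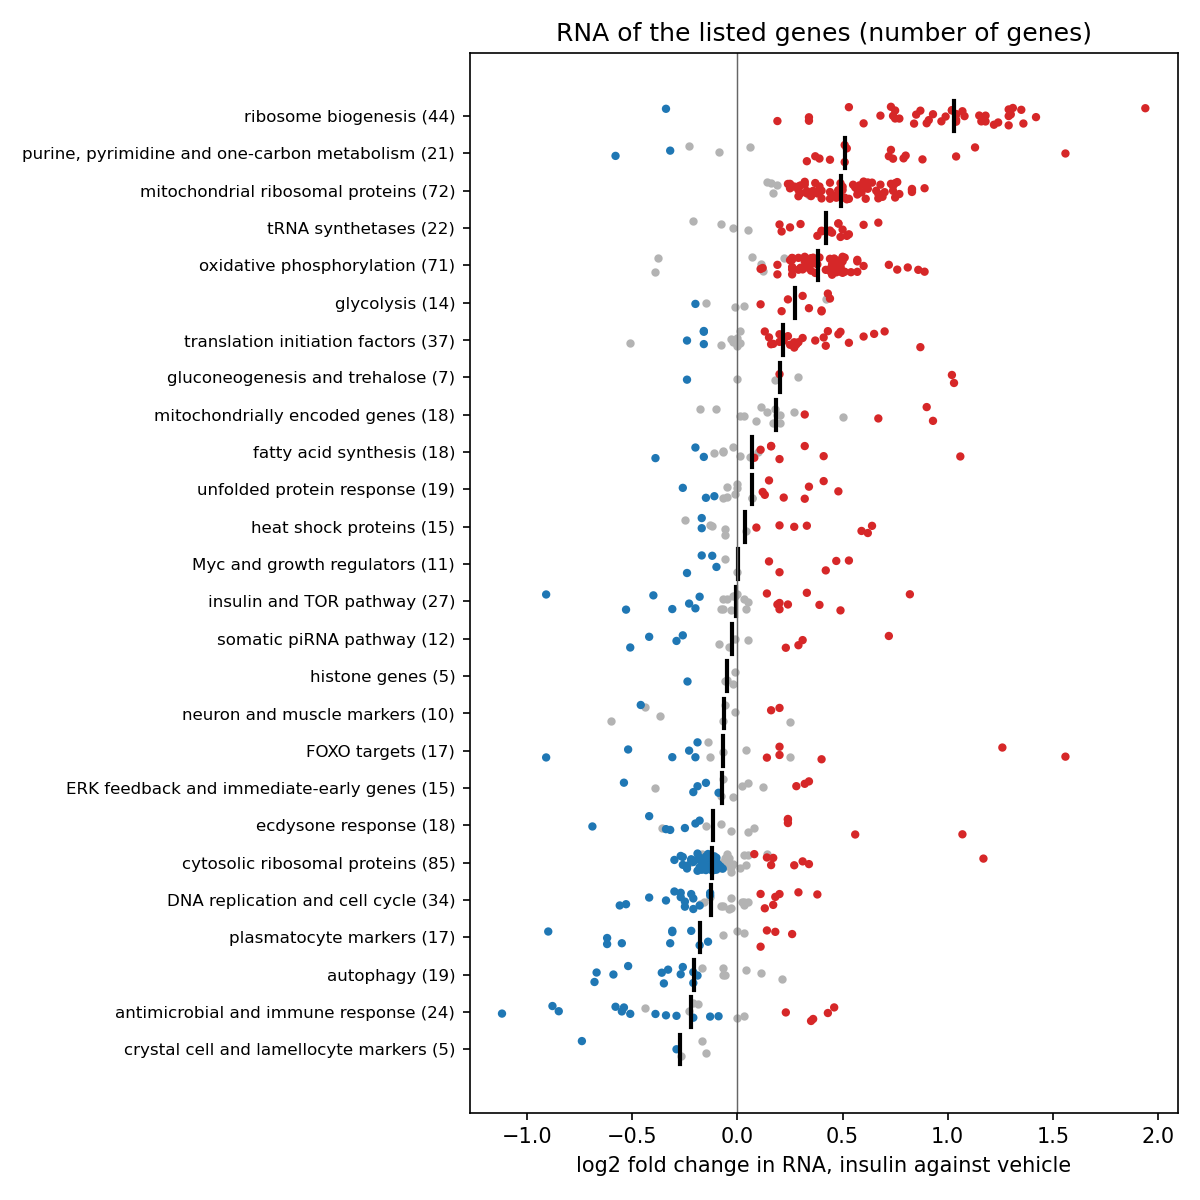
Log2 fold change in RNA (insulin against vehicle, horizontal axis) of each gene of 26 lists, with the number of genes tested in brackets; red and blue dots are genes higher and lower at FDR < 0.05 in edgeR's quasi-likelihood test, grey dots are other genes, and black bars are medians. Ribosome biogenesis has the highest median, 1.03.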

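Cytosolic ribosomal protein genes, unlike the genes that assemble ribosomes, mostly fell by a little. Of 85, 52 fell and 8 rose, the same when adjusted over the list alone, with sta at -0.30 and an adjusted p = 1.3e-04 from camera, and adjusted p = 0.634 with an estimated correlation. RpLP0-like at 1.17 and RpL24-like at 0.34, which rose, are paralogs of mature ribosomal proteins and are known as assembly factors of the large subunit. Autophagy genes fell in 12 of 19 and rose in none (13 fell when adjusted over the list alone), among them Atg8a at -0.52, Atg7 at -0.67 and Atg18b at -0.68, with an adjusted p = 0.0013 from camera and adjusted p = 0.168 with an estimated correlation. Of 24 genes of the antimicrobial and immune response, 13 fell and 5 rose (14 and 5 when adjusted over the list alone), among them AttD at -1.12 and the NF-kB gene Rel at -0.51, with an adjusted p = 0.0096 from camera and adjusted p = 0.211 with an estimated correlation. AttB at -0.88 and AttA at -0.85 are near-identical paralogs that may share reads. Of 34 genes of DNA replication and the cell cycle, 15 fell and 7 rose, the same when adjusted over the list alone, with the mitotic kinase genes aurB at -0.56 and aurA at -0.42 lower and CycD at 0.38 higher; the adjusted p was 0.0410 from camera, and adjusted p = 0.179 with an estimated correlation. Of 17 markers of plasmatocytes, the macrophage-like blood cells of the fly, 10 fell and 4 rose, the same when adjusted over the list alone, with the phagocytic receptor genes drpr at -0.90 and crq at -0.62 lower and LanA at 0.26 higher; the adjusted p was 0.0410 from camera, and adjusted p = 0.375 with an estimated correlation. The camera call of the cell cycle list is lost without library X3 (adjusted p = 0.0837) or X6, and that of the plasmatocyte markers without X3 (adjusted p = 0.0837) or X5 (adjusted p = 0.0600). Over all genes, 2342 rose and 2002 fell by edgeR's quasi-likelihood test, and 105 of those that rose and 70 of those that fell did so by more than 2-fold. The counts depend on the method: DESeq2 on the same genes gave 1861 higher and 1351 lower, and DESeq2 on all genes of the table, chosen after seeing the data, gave 1883 and 1286. The authors' deposited table has 1882 genes higher and 1285 lower at FDR < 0.05.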

2056 genes were upregulated after insulin exposure, while 1560 were downregulated (Fig. 3C).

**Fig. 3:**
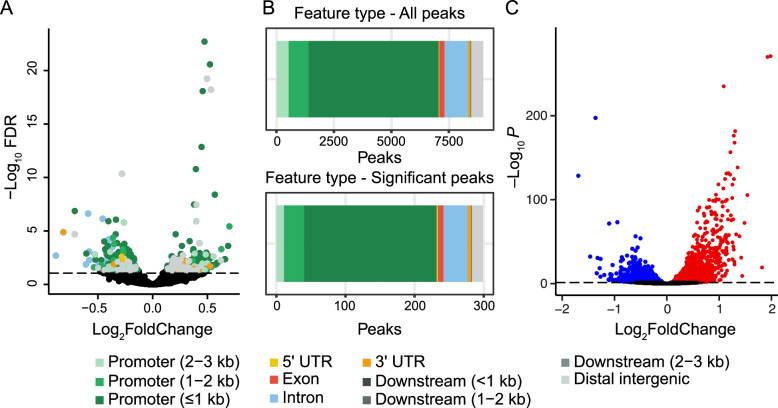
Insulin induces differential chromatin accessibility and gene expression in S2 cells. **A** Volcano plot of differential chromatin accessibility in significantly different chromatin peaks, stratified by feature type. The dotted line represents FDR = 0.05. **B**) Proportions of genomic features annotated to chromatin peaks with differential accessibility after treatment with insulin or vehicle. **C** Volcano plot of differential gene expression in S2 cells after treatment with vehicle or insulin. Red indicates upregulated genes and blue indicates downregulated genes. The dotted line represents FDR = 0.05

Then, we investigated the correlation between all ATAC-seq and RNA-seq log_2_ fold changes after insulin treatment. The overall correlation between the two datasets was significant, but very weak (*R* = 0.05, *p* = 1.8e-06; Fig. 4A). 

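Genes whose peaks became more accessible had, on average, a little more RNA after insulin, and the relation was weak over all features. Over 8178 pairs of a peak and a tested gene, from 4595 genes, Pearson's r between the log2 fold changes in accessibility and in RNA was 0.072 and Spearman's rho was 0.068 (two-sided permutation test over genes, p = 1.4e-04 for r and 3e-05 for rho). Drosophila genes with many peaks weigh on this value: without 2SrRNA:CR45864, which alone holds 49 of the pairs, r was 0.102. Over all pairs without vehicle library X3, r was 0.043. Taking 1 mean value per gene with all libraries, r was 0.123. The accessibility changes are those of the authors' deposited table and the RNA changes are those of edgeR. In data simulated with no relation, with 1380 pairs of 800 genes, shuffling between genes called 4.5% of 200 sets and the usual formula for r called 19.0%. There, the part that peaks of a gene share was set as variable as the part of each peak alone. That setting was not estimated from these data, so the share called by the formula need not hold for them.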

Performing the same analysis after stratifying by feature type showed weak but significant correlations between the differential RNA-seq transcripts and the differential ATAC-seq features in addition to ≤1 kb promoters (*R* = 0.096, *p* = 5.7e-13), including weak correlations with ATAC-seq peaks in enhancers (2-3 kb from the TSS: *R* = 0.15, *p* = 5.4e-4 and 1-2 kb from the TSS: *R* = 0.13, *p* = 9.0e-05). Furthermore, there were significant anticorrelations in ATAC-seq peaks for downstream elements (1-2 kb: *R* = − 0.67, *p* = 0.035) and distal intergenic regions (*R* = − 0.14, *p* = 0.0011; Fig. 4B). 

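The relation passed the test in promoters, out to 3 kb from the TSS, and differences between classes were not tested. In promoters of ≤1 kb r was 0.132 over 5304 pairs (adjusted p = 5.5e-05 in the permutation test over genes), in promoters 1-2 kb from the TSS it was 0.170 over 766 pairs (adjusted p = 5.5e-05) and in those 2-3 kb away it was 0.171 over 462 pairs (adjusted p = 0.0012). At the promoter of Ant2, which encodes a mitochondrial carrier of ADP and ATP (X, 10780031 to 10781290), the log2 fold change in accessibility was 0.43 (standard error 0.10) in the authors' deposited table, and its RNA rose by 1.15 on the log2 scale. At the promoter of drd (X, 15125411 to 15125770) accessibility changed by 0.53 (standard error 0.15) in the authors' deposited table. At the promoter of Gs2 (X, 11423251 to 11424000) the value was -0.38 (standard error 0.13), and at the promoter of CG5059 (3L, 20517351 to 20519650) it was -0.27 (standard error 0.07), both in the authors' deposited table and both beside RNA that fell. Peaks 2-3 kb from the TSS of CG16758 (3L, 2499731 to 2500230) and CG6231 (3R, 19617301 to 19618260) had 0.40 (standard error 0.15) and 0.39 (standard error 0.11) in the authors' deposited table, and CG6231 rose by 1.22 on the log2 scale. Of the other classes, none of which passed, r was 0.055 for introns (893 pairs), -0.070 for exons (198 pairs), 0.106 for 3' UTRs (91 pairs) and -0.122 for 5' UTRs (28 pairs). The adjustment is over 11 classes, and these pairs were named after their values were seen. From the promoter classes, the paper proposes that insulin recruits further enhancers that take part in transcription.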

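The downstream elements of 1-2 kb are 8 pairs of a peak and a tested gene. Among them, accessibility at CG30345 (2R, 9152021 to 9156400) had a log2 fold change of 0.16 (standard error 0.06) in the authors' deposited table while its RNA fell by 0.62 on the log2 scale, and at a peak -11616 bp from the TSS of Pvf2, which encodes a growth factor (2L, 7096251 to 7096760), the values were -0.25 (standard error 0.13) in the authors' deposited table and 0.42 for RNA. At Yeti (2R, 1339651 to 1341540) they were -0.11 (standard error 0.08) in the authors' deposited table and 0.40 for RNA. At CG7484 and CG14476 both measures were lower, with -0.09 and -0.12 in the authors' deposited table and -0.44 and -0.04 for RNA. All other pairs of the class had opposite signs. Only the peak of CG30345 passed FDR < 0.1 in the authors' deposited table. Over the 8 pairs r was -0.754 (exact permutation test, p = 0.0249, adjusted p = 0.0683 over 11 classes) and rho was -0.548 (exact permutation test, p = 0.171). Without insulin library X5 this class passes the adjusted threshold, and over the libraries left out r lay between -0.811 and -0.660. The distal intergenic class is 407 pairs from 125 genes, of which 49 pairs belong to 2SrRNA:CR45864 (X, 23316821 to 23538700). These 49 peaks had a mean log2 fold change of 0.24 in the authors' deposited table, against 0.04 for the other 358 distal pairs, and the RNA of 2SrRNA:CR45864 had -1.05 (standard error 0.71, adjusted p = 0.303 from edgeR's quasi-likelihood test). Because rRNA was removed before sequencing, this RNA value need not reflect the level of that rRNA in the cells. Over the class r was -0.236 (permutation test over genes, p = 0.0876, adjusted p = 0.193), and without 2SrRNA:CR45864 it was 0.044. For downstream elements of <1 kb r was -0.426 over 15 pairs (permutation test, adjusted p = 0.209) and for those of 2-3 kb it was 0.044 over 6 pairs (exact permutation test, adjusted p = 0.924). The plot of correlations by feature sets these values beside those of the promoters.

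**Figure D2:**
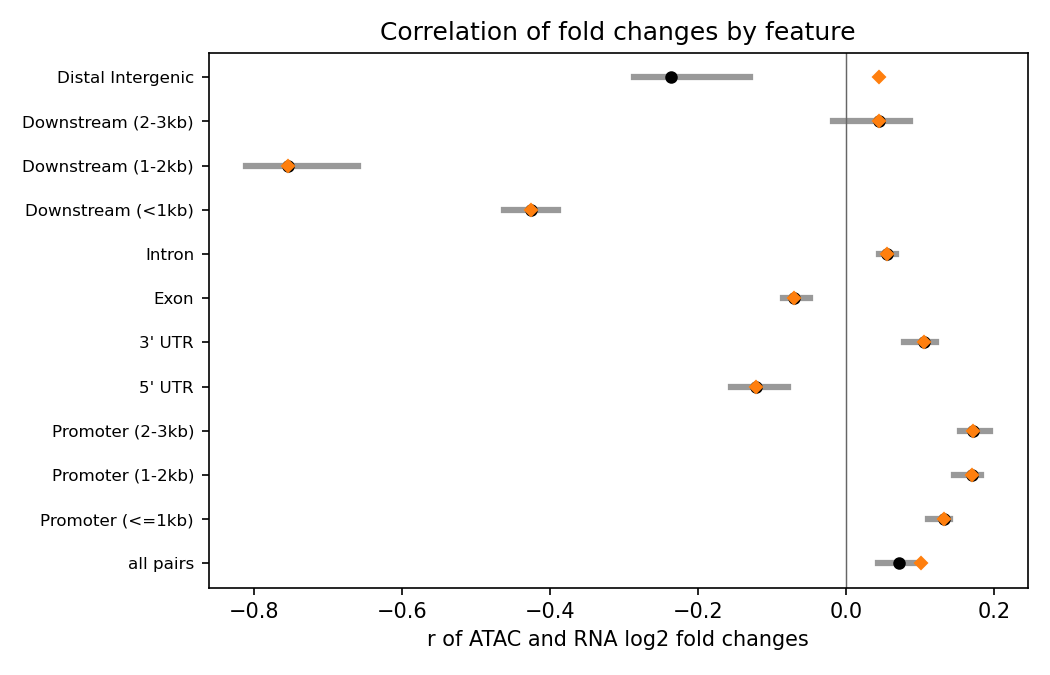
Pearson's r between log2 fold changes in accessibility and in RNA (horizontal axis) for all pairs and for each of 11 features; black dots are all libraries, grey bars the range when each RNA-seq library is left out, and orange diamonds the value without 2SrRNA:CR45864. The distal intergenic value moves from -0.236 to 0.044 without that gene.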

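The relation was stronger among peaks and genes that both changed. These are 334 pairs from 283 genes, with ATAC-seq FDR < 0.1 in the authors' deposited table and RNA-seq FDR < 0.05 in edgeR. Examples are 2 peaks in introns of L, a gene of eye development, at 2R 14490421 to 14491090 and 14484731 to 14485390, each with a log2 fold change of -0.42 in the authors' deposited table, and its RNA fell by 0.94 on the log2 scale. Over these pairs r was 0.371 and rho was 0.310, with a permutation p over genes of 1e-05 for both, the smallest that 100000 shuffles can give. In promoters of ≤1 kb, which hold 214 of the pairs, r was 0.436 (adjusted p = 7.0e-05 in the same permutation test). Pairs chosen because both values passed a threshold have few values near 0, which raises r by itself.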

When we restricted the analysis to only the significant changes in ATAC-seq (FDR < 0.1) and RNA-seq (FDR < 0.05) peaks, the overall correlation for all features increased 8-fold (*R* = 0.42; Fig. 5A). Log_2_ fold changes with the same sign in ATAC- and RNA-seq peaks (i.e. both increased or both decreased) were significantly more numerous than half of all the restricted data points (*p* = 5.38e-10), indicating that increased chromatin accessibility is associated with increased gene expression and vice versa. 

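Of the 334 pairs, 228 had the same sign, or 68.3% (95% exact interval 63.0 to 73.2%). Both accessibility and RNA were lower in 152 of them and higher in 76. In promoters of ≤1 kb, 113 pairs were lower in both and 36 higher in both, and in introns 23 were lower in both and 6 higher in both. Opposite signs were seen in 71 pairs with lower accessibility and higher RNA and in 35 with higher accessibility and lower RNA. The exact binomial test against equal numbers gave p = 2.1e-11, and shuffling RNA-seq values between genes gave p = 1e-05, the smallest possible, with 172 pairs of the same sign on average. Counted once per gene, 188 of 283 genes had the same sign. From the excess of pairs with the same sign, the paper concludes that higher accessibility goes with higher expression and lower with lower.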

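Of the 32 pairs 1-2 kb from the TSS, 15 were higher in both measures, 9 were lower in both, 6 had higher accessibility and lower RNA, and 2 had the reverse. The peak of Nnp-1, the gene of a ribosomal RNA processing protein (2L, 13363921 to 13364520), had a log2 fold change of 0.42 (standard error 0.14, DESeq2 adjusted p = 0.0620) in the authors' deposited table, and its RNA rose by 1.36 on the log2 scale. The peak of Kal1 (3R, 24142891 to 24143730) had 0.35 (standard error 0.12) in the authors' deposited table and its RNA 0.93, and that of the trehalose transporter gene Tret1-1 (2R, 11663481 to 11664700) had 0.28 (standard error 0.09) in the authors' deposited table and its RNA 1.02. CG2812, whose peak had the largest rise at FDR < 0.1, went the other way, with a change in RNA of -0.64 (standard error 0.26, adjusted p = 0.0396 from edgeR's quasi-likelihood test). Among the falls, RhoGAP15B (X, 16945141 to 16945740) had -0.47 (standard error 0.13) in the authors' deposited table and -0.78 for RNA, and CG3726 (X, 5918651 to 5919280) had -0.38 (standard error 0.11) in the authors' deposited table and -0.79 for RNA. Thor, the 4E-BP gene that holds back translation (2L, 3479861 to 3480310), had -0.36 (standard error 0.14, DESeq2 adjusted p = 0.0999) in the authors' deposited table, and its RNA fell by 0.91 on the log2 scale (standard error 0.25, adjusted p = 0.0025 from the same test). The peaks of glec (3R, 21852311 to 21854630) and Rgl (3L, 13917941 to 13918400) had -0.36 (standard error 0.07) and -0.42 (standard error 0.15) in the authors' deposited table, with RNA changes of -0.44 and -0.36. Over this class r was 0.541 and rho was 0.545 (permutation test, adjusted p = 0.0056 for r over the 7 classes with at least 3 pairs). With the stricter ATAC-seq FDR < 0.05, which leaves 16 pairs, r is 0.457 and does not pass (permutation test, adjusted p = 0.225).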

The overall feature type correlations also changed when restricted to only significant changes (Fig. 5B), particularly the correlation with enhancers 1-2 kb from the TSS (*R* = 0.65), which increased by approximately 5-fold. Conversely, the anticorrelations with peaks in downstream and distal intergenic regions disappeared. Together, these results suggest that predicting functionally-relevant genome regions may be more accurate when the regions have significantly different accessibility. These results also suggest that DNA accessibility in enhancers is involved in mediating changes in transcription.

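Of the 16 restricted pairs in distal intergenic regions, from 11 genes, 7 were higher in both measures, 2 were lower in both and 7 had opposite signs. Over them r was -0.091 (permutation test over genes, adjusted p = 0.882), a value whose sign turns with the RNA-seq fold change used. The downstream elements hold 1 pair, the peak of CG30345, which was more accessible while its RNA fell, so no r can be given. Introns hold 40 pairs with r = 0.268 (permutation test, adjusted p = 0.313), and promoters 2-3 kb from the TSS hold 14 pairs with r = 0.226 (permutation test, adjusted p = 0.759). Exons hold 9 pairs with r = -0.155 (exact permutation test, adjusted p = 0.882), 3' UTRs hold 6 with r = -0.059 (exact permutation test, adjusted p = 0.914), and 5' UTRs hold 2. From the restricted pairs, the paper proposes that regions whose accessibility changes significantly predict function better, and that accessibility of enhancers takes part in changes of transcription.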

**Fig. 4:**
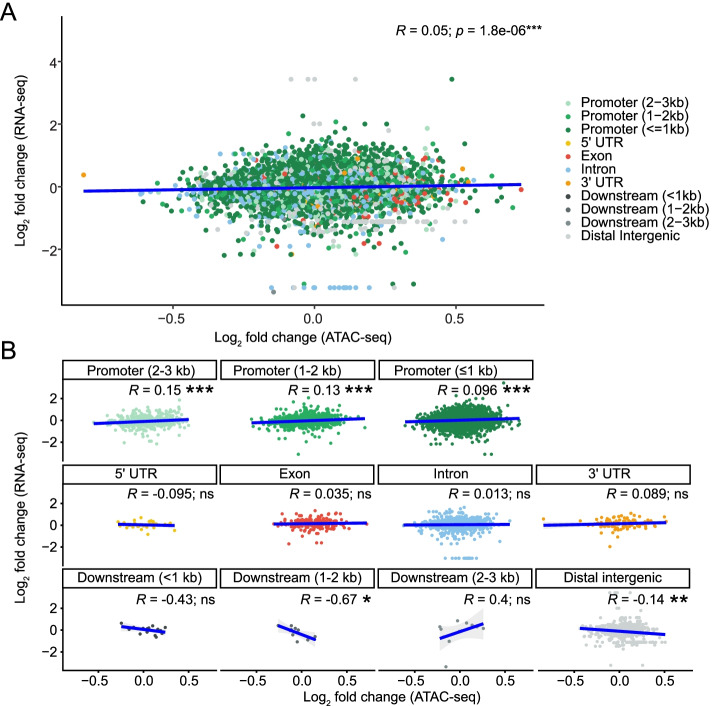
Insulin-induced log_2_ fold changes correlate between ATAC-seq and RNA-seq. **A** Chromatin peaks were overlapped with expressed transcripts. Pearson correlation analysis shows a weak correlation between log_2_ fold changes in chromatin accessibility and transcript expression. **B** Overlapping ATAC- and RNA-seq log_2_ fold change values from (A) were stratified by genomic feature. Pearson correlation analysis was used to identify correlations between ATAC- and RNA-seq counts by feature

**Fig. 5:**
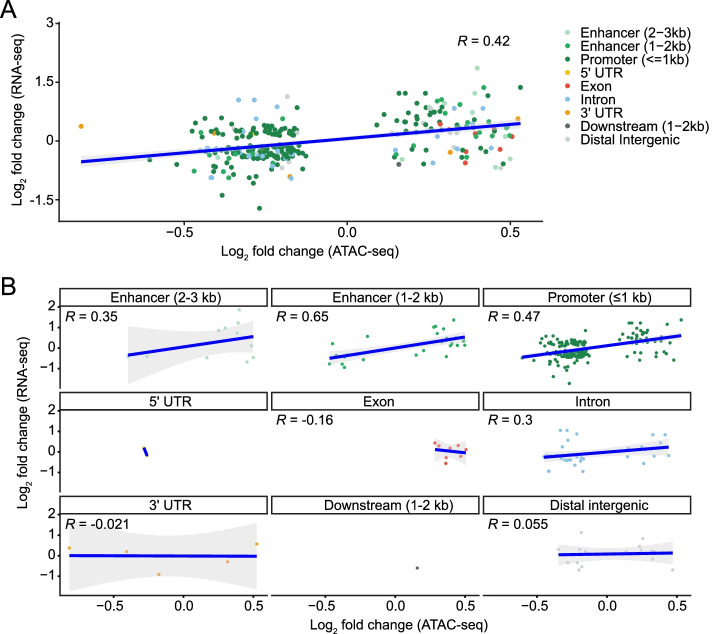
Significant insulin-induced changes in ATAC-seq indicates recruitment of enhancers for transcript regulation. **A** Significant log_2_ fold change values from differentially-accessible chromatin peaks and differentially-expressed transcripts were analyzed by Pearson correlation analysis. **B** Overlapping chromatin peaks and differentially-expressed genes from (A) were stratified by feature type and reveal that distal (1-2 kb) promoter accessibility is correlated with insulin-induced transcript changes

### Functional testing of significant differentially accessible ATAC-seq peaks

We next wanted to test whether any of the DNA regions from significantly more accessible ATAC-seq peaks could drive insulin-induced expression. We cloned a number of ATAC-seq peaks in front of a luciferase gene with a minimal promoter and transfected S2 cells with these vectors for 48 h. The cells were serum-starved for 18 h and then treated with 10 μM insulin or vehicle for 4 h. We were particularly interested in identifying putative enhancer elements, which are often distant from proximal promoter sequences [18] and are cell-type specific [19], so we focused on regions farther than 1 kb from the TSS. Accordingly, we selected three groups of four ATAC-seq peaks each: first, we chose the four peaks with the largest log_2_ fold change, indicating increased accessibility after insulin treatment (Additional file 1). 

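The cloned peak 3L114 (3L, 11431931 to 11432280), annotated to CG6149 and lying between genes in the reference annotation, was called after insulin alone and had a log2 fold change of 0.62 (standard error 0.16, DESeq2 adjusted p = 0.0055) in the authors' deposited table. Among the 194 peaks more accessible after insulin and farther than 1 kb from a TSS, it had rank 3 by log2 fold change. Its dm6 reference sequence of 350 bp, with a GC content of 50.3%, is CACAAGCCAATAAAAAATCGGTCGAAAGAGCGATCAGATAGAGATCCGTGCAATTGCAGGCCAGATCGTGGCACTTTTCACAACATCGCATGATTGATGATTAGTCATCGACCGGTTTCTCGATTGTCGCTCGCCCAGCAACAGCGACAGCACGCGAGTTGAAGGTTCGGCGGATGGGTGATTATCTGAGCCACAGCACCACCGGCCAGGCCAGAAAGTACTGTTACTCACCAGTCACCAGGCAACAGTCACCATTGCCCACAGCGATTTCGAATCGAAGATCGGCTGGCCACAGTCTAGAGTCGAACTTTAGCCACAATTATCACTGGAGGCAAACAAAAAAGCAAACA. The peak 2L796 (2L, 7964111 to 7964470), in an intron of Snoo, a gene of the Ski and SnoN family of corepressors, had 0.50 (standard error 0.15, DESeq2 adjusted p = 0.0274) in the authors' deposited table and rank 10. The peak 3L981 (3L, 981631 to 982250), in the 3' UTR class and over an exon of the glucose transporter gene Glut1, with CG12038 as the gene whose TSS is nearest, had 0.42 (standard error 0.13, DESeq2 adjusted p = 0.0443) in the authors' deposited table and rank 38. The peak 2L220 (2L, 22024321 to 22024870), over an exon of tio, which encodes a zinc finger protein, had 0.37 (standard error 0.12, DESeq2 adjusted p = 0.0336) in the authors' deposited table and rank 64. In RNA-seq, Snoo had 71.8 ± 3.42 CPM after vehicle and 65.7 ± 1.11 after insulin (SD, n = 3), a log2 fold change of -0.13 (standard error 0.05, adjusted p = 0.0365 from edgeR's quasi-likelihood test), a call that is lost with DESeq2 (adjusted p = 0.178) and without library X3 (adjusted p = 0.240), X4 (adjusted p = 0.0920) or X5 (adjusted p = 0.102). The RNA of tio was at 2.34 ± 0.863 and 2.63 ± 0.857 CPM (SD, n = 3) after vehicle and insulin, with 0.25 on the log2 scale (standard error 0.29, adjusted p = 0.499 from the same test). CG12038 had 1 to 6 counts per library and was not tested, and CG6149 is not in the count table used here.

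**Figure D3:**
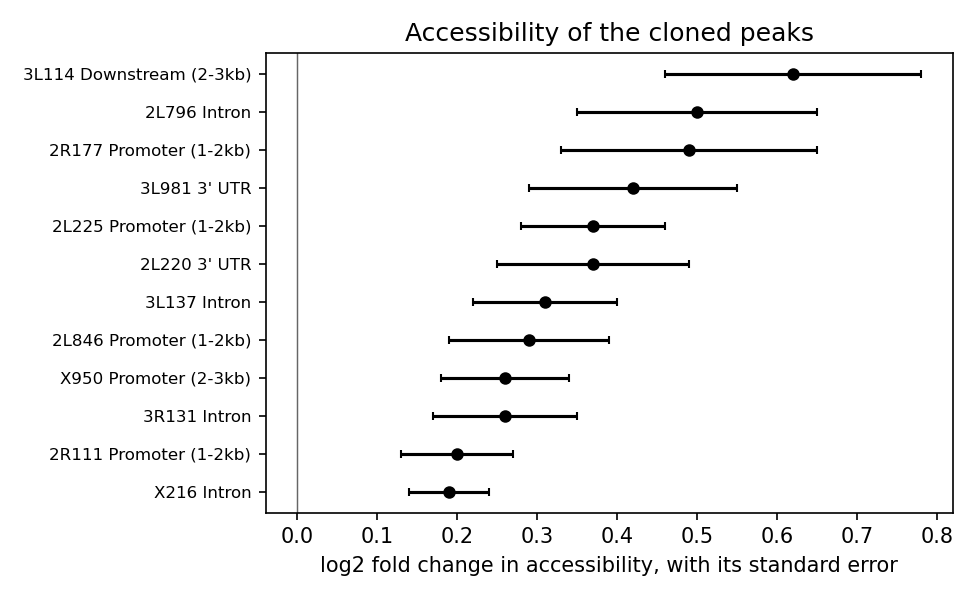
Log2 fold change in accessibility (insulin against vehicle) of the 12 cloned peaks in the authors' deposited table, with the authors' standard error as bars and the feature class beside each name. The values run from 0.19 for X216 to 0.62 for 3L114.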

Of the four tested plasmids, one showed significantly increased luciferase activity after insulin treatment: 3 L114 (annotated to *CG6149*; 1.2-fold increase; *p* = 0.016; Fig. 6A). 

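Of the 38 peaks 1-2 kb from a TSS that were more accessible after insulin, the cloned peak 2R177 (2R, 17731111 to 17731440) had rank 5 by log2 fold change, at 0.49 (standard error 0.16, DESeq2 adjusted p = 0.0566) in the authors' deposited table. It is annotated to CG34195, lies over exons of CG4975 and CG4984, and was called after insulin alone. The peak 2L225 (2L, 22532331 to 22533770), annotated to snoRNA:Psi28S-2996 and lying over an exon of the ribosomal protein gene RpL5, had 0.37 (standard error 0.09, DESeq2 adjusted p = 0.0061) in the authors' deposited table and rank 19. The peak 2L846 (2L, 8461961 to 8462710), in an intron of fu12, named Agpat2 in the reference annotation and encoding an acyltransferase of lipid synthesis, had 0.29 (standard error 0.10, DESeq2 adjusted p = 0.0785) in the authors' deposited table and rank 25. The peak 2R111 (2R, 11194211 to 11196380), in an intron of shn, which encodes a transcription factor of the Dpp pathway, had 0.20 (standard error 0.07, DESeq2 adjusted p = 0.0455) in the authors' deposited table and rank 31. The RNA of fu12 rose from 67.8 ± 1.33 to 141 ± 9.42 CPM (SD, n = 3), a log2 fold change of 1.06 (standard error 0.05, adjusted p = 1.3e-22 from edgeR's quasi-likelihood test). CG34195 rose from 24.5 ± 1.33 to 31.3 ± 1.94 CPM (SD, n = 3), by 0.35 on the log2 scale (standard error 0.08, adjusted p = 3.6e-04 from the same test). The RNA of shn fell from 213.8 ± 12.2 to 195.9 ± 8.58 CPM (SD, n = 3), by 0.13 on the log2 scale (adjusted p = 0.0093 from the same test), a call that is lost with DESeq2 (adjusted p = 0.0558) and without library X1 (adjusted p = 0.0980), X4 (adjusted p = 0.0798) or X5. For snoRNA:Psi28S-2996 the values were 677 ± 159 and 505 ± 36.3 CPM (SD, n = 3), with -0.42 on the log2 scale (adjusted p = 0.186 from the same test), and without library X3 the value was -0.60 (adjusted p = 1.0e-08).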

Because ATAC-seq peaks in enhancer regions were the most strongly correlated with differential gene expression in our above analysis (Fig. 5B), we next chose four peaks with the highest log_2_ fold change from enhancer regions that were significantly more accessible after insulin. Of the tested peaks, 2 produced significantly increased luciferase activity after insulin treatment: 2 L225 (annotated to *snoRNA:psi285-2996*; 1.1-fold increase; *p* = 0.0033) and 2R111 (annotated to *schnurri*; 1.4-fold increase; *p* = 0.025; Fig. 6B). Lastly, because introns often contain regulatory regions that contain instructive DNA for expression [20], we chose the four intron regions with the largest log_2_ fold changes for luciferase assays. 

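Among the 31 intron peaks more accessible after insulin, the cloned peak 3L137 (3L, 1375801 to 1376810), in an intron of Ptp61F, which encodes a tyrosine phosphatase, and of ru, which encodes a rhomboid protease, had rank 11, at 0.31 (standard error 0.09, DESeq2 adjusted p = 0.0267) in the authors' deposited table. The peak 3R131 (3R, 13143741 to 13145420), in introns of 2mit and timeout and over a copy of the transposable element mdg3, had 0.26 (standard error 0.09, DESeq2 adjusted p = 0.0488) in the authors' deposited table and rank 14. The peak X216 (X, 21648691 to 21653940), in the piRNA cluster gene lncRNA:flam and over copies of the transposable elements 412 and Stalker2, had 0.19 (standard error 0.05, DESeq2 adjusted p = 0.0046) in the authors' deposited table and rank 20. The peak X950 (X, 9508151 to 9509430), over a copy of the transposable element jockey, is in the class of promoters 2-3 kb from the TSS and had 0.26 (standard error 0.08, DESeq2 adjusted p = 0.0217) in the authors' deposited table, with rank 26 of 35 in that class. Reads from copies of a transposable element can match several places, and the authors placed such reads at random. In RNA-seq, 2mit fell from 11.7 ± 1.38 to 7.84 ± 0.857 CPM (SD, n = 3), a log2 fold change of -0.56 (standard error 0.14, adjusted p = 6.2e-04 from edgeR's quasi-likelihood test). The gene ru had 1 to 6 counts per library and was not tested, and CG34028 and lncRNA:flam are not in the count table used here.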

One ATAC-seq peak resulted in significantly increased luciferase activity: X216 (annotated to *lncRNA flamenco*; 1.3-fold increase; *p* = 0.05) (Fig. 6C). These data show that DNA regions with increased accessibility upon insulin treatment can indeed drive insulin-induced increases in expression when placed in front of a heterologous promoter.

**Fig. 6:**
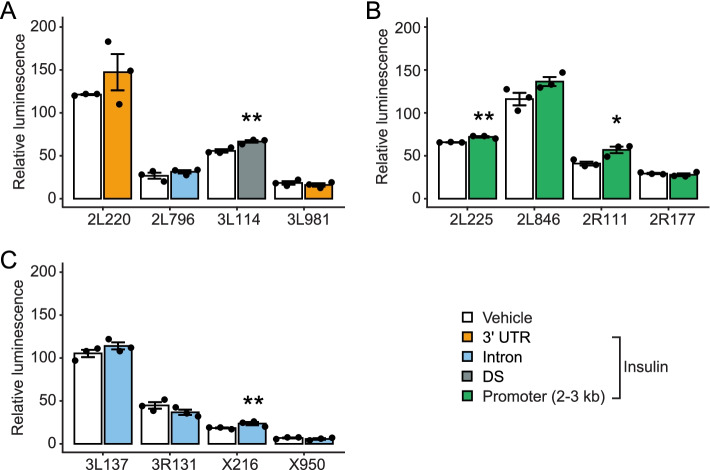
Cloned DNA from differentially-accessible chromatin regions can induce luciferase activity upon insulin application. DNA was cloned in front of a minimal promoter and luciferase gene, S2 cells were transfected for 18 h and then treated with insulin or vehicle for 4 h. **A** Candidate ATAC-seq peaks were selected by the largest log_2_ fold change. **B** Chromatin peaks from promoters (1-2 kb from the TSS) were the feature that was most highly correlated with differential transcript expression. Peaks with the highest log_2_ fold change from this correlation were cloned upstream of luciferase for functional validation. **C** Chromatin peaks with significantly different accessibility were selected from introns, a genomic feature known to contain regulatory regions. Data represent means ± standard error of three biological replicates. Differences were analyzed by Student’s t-test

### Limited predictability of the levels of expression and inducibility

Out of the twelve ATAC-seq peaks we cloned and tested, all led to variable levels of luciferase expression, while only four caused significant insulin-inducibility. To determine whether the luciferase expression levels and inducibility by insulin was predictable from our ATAC-seq and RNA-seq datasets, we analyzed the correlation between the –omics data and luciferase activity. First, we asked if expression levels of luciferase were correlated with ATAC-seq peak reads, but found no correlation (Fig. 7A), even when we stratified the data according to enhancer- (Fig. 7B) or intron-derived ATAC-seq peaks (Fig. 7C). Similarly, RNA-seq counts did not correlate with S2 luciferase luminescence (Fig. 7D-F). Next, we asked whether the log_2_ fold changes in the –omics data sets correlated with the relative inducibility of luciferase by insulin (measured as insulin/vehicle ratios). Again, we failed to observe significant correlations of S2 inducibility with log_2_ fold changes in ATAC-seq (Fig. 8A) and RNA-seq (Fig. 8B) reads, even when we analyzed only the cloned peaks that led to significant insulin-induced changes (Fig. 8C, D).

**Fig. 7:**
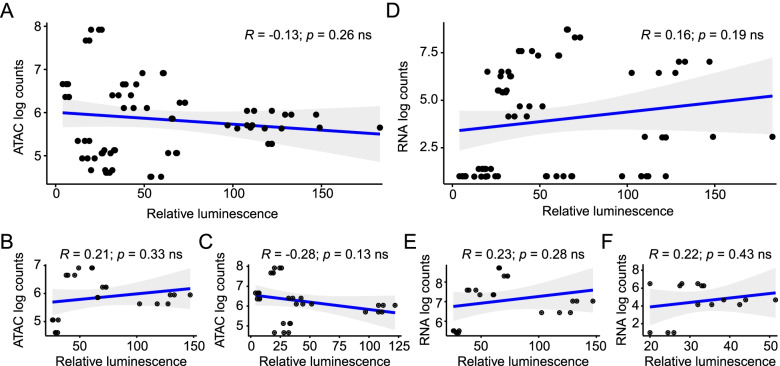
ATAC-seq and RNA-seq counts are not correlated with functional luciferase activity. Log-transformed ATAC-seq counts (**A-C**) and RNA-seq counts (**D-F**) from S2 cells were correlated to insulin-induced luciferase activity. **A** Overall correlation between counts from the tested ATAC-seq peaks and luciferase activity; **B**) Promoters; **C**) Introns. **D** Overall correlations between counts from genes annotated to the tested ATAC-seq peaks and luciferase activity; **E**) Promoters; **F**) Introns. Associations were analyzed by Pearson correlation analysis. Each point represents a biological replicate, and each peak was tested in triplicate

**Fig. 8:**
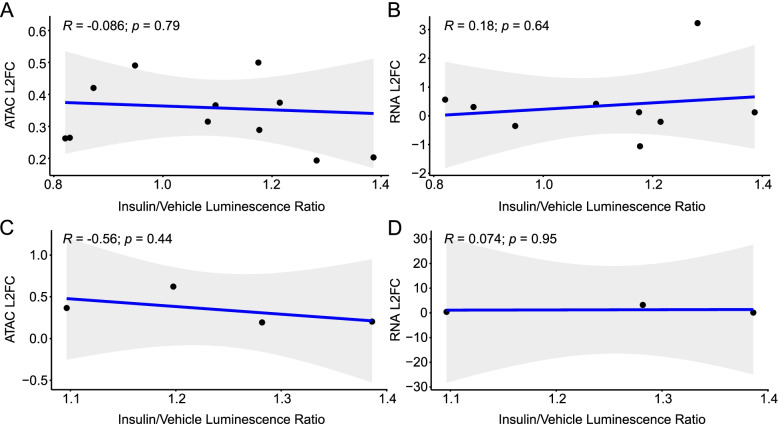
ATAC-seq and RNA-seq log_2_ fold changes do not predict insulin inducibility. **A** ATAC-seq and **B**) RNA-seq log_2_ fold changes from S2 cells were correlated to insulin-induced luciferase activity, shown as the ratio between luciferase activity in vehicle- vs. insulin treated cells. **C** Correlation between the ATAC-seq peaks driving significantly increased luciferase activity and associated ATAC-seq log_2_ fold changes. **D** Correlation between the ATAC-seq peaks driving significantly increased luciferase activity and RNA-seq log_2_ fold changes in the associated genes. Associations were analyzed by Pearson correlation analysis. Each point represents a biological replicate, and each peak was tested in triplicate

## Discussion

Next-generation sequencing has enabled an unprecedented amount of genome-wide information on RNA transcript levels and DNA accessibility. ATAC-seq data provides accessibility information from distinct features/regions of a gene, thereby suggesting gene regions that act as functional enhancers (or suppressors) of gene expression. Here, we investigated the correlation between genome-wide changes in DNA accessibility and transcript levels and found weak, but significant correlations that were mostly driven by proximal promoter and distal enhancer regions. Cloning some of these DNA regions with increased accessibility upon insulin stimulation showed that some of them indeed act as transcriptional enhancers, demonstrating that genome-wide ATAC-seq can be harnessed to clone functionally-active insulin-response elements.

To investigate the functional relevance of differential DNA accessibility, we first determined genome-wide ATAC-seq reads in *Drosophila* S2 cells from serum-starved and insulin-exposed conditions (Fig. 1). The insulin receptor activates several downstream pathways, including the PI3K [21] and Ras/ERK [22] pathways, which have various effects on the chromatin state [23, 24] and gene expression [25] during several cellular processes including cell growth, protein synthesis, and gluconeogenesis [26]. Thus, activating insulin signaling provided a way to identify genome-wide chromatin and gene expression changes, which allowed us to integrate these physiological changes and determine whether chromatin regions that become more open after insulin signaling could predict gene regulation. We found significant (though weak) overall correlations between ATAC-seq reads and transcript levels, which were driven by ATAC-seq peaks in proximal promoters (Fig. 2). In ATAC-seq, genome regions with increased accessibility result in a higher mapped read count [9]. Because promoter regions are critical for the initiation of transcription, these genomic regions are generally accessible for actively-transcribed genes [27]. Thus, proximal promoter regions largely drive the overall weak correlation between ATAC-seq and RNA-seq counts that we observed. These data indicate that normalized counts can identify correlations between chromatin and gene expression, but these correlations are likely limited to promoter regions for actively transcribed genes.

When we analyzed correlations between all insulin-induced log_2_ fold changes in ATAC-seq peak and transcript reads (Fig. 3), changes in open chromatin in distal (1-2 and 2-3 kb away from the TSS) promoter regions also correlated significantly (though weakly) with changes in transcript levels (Fig. 4). This suggests that the application of insulin recruits additional enhancers that participate in promoting transcription. Conversely, other enhancer regions become less accessible, and the linked genes are less transcribed with insulin. The weak correlations between distal enhancer and proximal promoter with transcript levels increased when we analyzed only ATAC-seq peaks that changed significantly with insulin (Fig. 5). These results suggest that perturbations that cause differential gene expression occur via recruitment of additional regulatory promoter features. The correlations between differential transcript levels and differentially accessible promoter regions were all positive, suggesting that these regions play a role in the downstream differential gene expression. However, these data do not exclude the possibility that in some genes, insulin might lead to increased accessibility at promoters which are then bound by transcriptional repressors, leading to decreased transcription. Indeed, numerous ATAC-seq peak/transcript data points are in quadrants of anticorrelation (Fig. 5), and the insulin-induced transcription factor FOXO is known to have transcriptional repressor activity [28, 29]. 

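Some pairs of a peak and a gene had opposite signs. A pair of peaks at -8042 and -22172 bp from the TSS of ras, the IMP dehydrogenase gene (X, 10735571 to 10736460 and 10720621 to 10722330), lie in introns of another gene and are annotated to ras by its TSS. They had log2 fold changes of -0.33 (standard error 0.11) and -0.29 (standard error 0.08) in the authors' deposited table, while its RNA rose by 1.04 on the log2 scale (adjusted p = 9.6e-23 from edgeR's quasi-likelihood test). The promoters of CG32512 (X, 21067421 to 21067830) and CG15717 (X, 13128071 to 13129270) had -0.44 (standard error 0.15) and -0.39 (standard error 0.09) in the authors' deposited table, and the RNA of each rose by 0.58. CG3655, whose 3' UTR became less accessible, had a rise in RNA of 0.38 (standard error 0.12, adjusted p = 0.0071 from the same test). In the other direction, a distal peak annotated to Eip93F, an ecdysone-induced transcription factor gene (3R, 21942951 to 21943310), had 0.47 (standard error 0.15) in the authors' deposited table while its RNA fell by 0.69. The same was seen at Tango2 (X, 13619541 to 13620350), with 0.45 (standard error 0.12) in the authors' deposited table and -0.68 for RNA, and at snoRNA:Irbp-a (3R, 11411251 to 11411850), with 0.48 (standard error 0.14) in the authors' deposited table and -0.59 for RNA. The RNA of foxo (3R, 14056945 to 14087978) rose from 42.0 ± 0.822 to 52.9 ± 1.40 CPM (SD, n = 3), by 0.33 on the log2 scale (standard error 0.06, adjusted p = 2.2e-05 from the same test). None of the 5 peaks annotated to foxo passed FDR < 0.1, and the promoter peak (14056751 to 14057630) had -0.15 (standard error 0.10, DESeq2 adjusted p = 0.448) in the authors' deposited table. These pairs, apart from foxo, were named after their values were seen. The paper leaves open that in some genes repressors bind promoters made accessible by insulin, and names such pairs as a place to look for regions of repression.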

Future experiments focusing on such anticorrelated data pairs/genes might reveal DNA regions that lead to insulin-induced transcriptional repression.

Our main goal was to determine whether we could harness our ATAC-seq data to generate insulin-inducible reporter plasmids. We selected ATAC-seq peaks based on our correlation analysis of differentially-accessible chromatin regions and differential transcript expression. We particularly focused on enhancers (1-2 kb from the TSS) because the correlation increase was the largest for this feature. Distal regions may include regulatory regions such as enhancers or repressors that are critically involved in regulating gene expression [30]. Our results suggested that these regions can drive differential gene expression (Fig. 6). We also selected peaks with relatively large log_2_ fold changes in intron peaks. In *Drosophila*, intronic regions often contain regulatory sequences [20], so altering chromatin accessibility in genome regions associated with introns is one mechanism to control gene expression [31]. Finally, we selected peaks with the largest log_2_ fold changes, irrespective of feature type. In each of these three categories we found peaks that led to significant insulin-induced increases in reporter gene expression. However, none of the three categories seemed obviously more promising for predicting insulin-inducibility. Furthermore, neither read counts nor log_2_ fold changes in ATAC-seq or RNA-seq were predictive of insulin-inducibility (Figs. 7, 8). This suggests that while ATAC-seq data can be successfully harnessed to generate insulin-inducible reporter constructs, their efficacy is not obviously predictable and will require larger datasets to understand which ATAC-seq peaks can be utilized to generate functionally relevant transgenes. Indeed, previous studies investigating putative enhancer elements identified candidates based on overlap with known histone marks (H3K4me1, H3K27ac, etc. identified by ChIP-seq), known enhancers associated with annotated genes of interest [32–34], or used massively parallel reporter assays [35]. In contrast, our goal was to determine whether ATAC-seq alone could predict downstream transcription using only feature-based or fold change-based selection. Importantly, these previous studies showed similar success rates to ours. Peaks with increased chromatin accessibility after insulin treatment that did not result in insulin-induced luciferase activity may represent regulatory elements that are involved in setting up poised transcription or may contain repressor regions that pause transcription. In contrast, peaks causing increased luciferase activity may represent sequences that are sufficient to initiate transcription or activate promoter clearance [36–38]. Additional studies using ChIP-seq to identify the histone marks at our tested peak sequences will be required to determine whether they are enhancers involved in poised versus active transcription.

## Conclusions

Our investigation shows that ATAC-seq data can be harnessed to isolate regulatory DNA regions that are both expressed and inducible. However, because chromatin peaks may be one of several regulatory sequences [20, 30], these chromatin regions cannot be easily predicted by analysis of these genome-wide –omics data alone and must be functionally validated. Still, our data show the feasibility of using ATAC-seq to generate active transgenes that are inducible by an intervention or by a diseased state to drive a reporter, or even a disease-antidote gene.

## Methods

### Cell culture

Drosophila S2 cells (Drosophila Genomics Resource Center, Bloomington, IN, USA) were cultured in Schneider’s Drosophila Medium (ThermoFisher, Waltham, MA, USA) supplemented with 10% fetal bovine serum (ThermoFisher) at 25 °C. Cells were cultured in Schneider’s medium without FBS for 24 h before experiments. Then, cells were incubated with 10 μM insulin (Sigma Aldrich, St. Louis, MO, USA) or vehicle (25 mM HEPES, pH 8.2) for 4 h at 25 °C.

### ATAC-seq

S2 cells were incubated with 3 μM DAPI for 10 min. 60,000 cells per sample were sorted using a BD FACS Aria flow cytometer (BD Biosciences, San Jose, CA, USA). DAPI-negative cells were collected into ice-cold PBS (pH 7.4). After sorting, the samples were washed once with ice-cold PBS and centrifuged at 500 g for 5 min at 4 °C. ATAC-seq libraries were prepared as previously described [39]. Briefly, 50 μL lysis buffer (10 mM Tris-HCl 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% NP40) was added to each sample, and the sample was centrifuged at 500 g for 10 min at 4 °C. The supernatant was removed, and the nuclei pellet was tagmented using a Nextera DNA Library Prep kit (Illumina, Inc., San Diego, CA, USA) as previously described. Then, the tagmented DNA was purified using a Qiagen MinElute PCR Purification Kit (Qiagen, Germantown, MD, USA). The purified DNA was PCR amplified for 5 cycles using a Nextera DNA Library Index kit (Illumina) and Phusion HF Master Mix (New England BioLabs, Inc., Ipswich, MA, USA) with the following protocol: 72 °C for 5 min, 98 °C for 30 sec, and 5 cycles of 98 °C for 10 sec, 63 °C for 30 sec, and 72 °C for 1 min. A 5-μL aliquot of the pre-amplified reaction was analyzed by qPCR using SsoFast EvaGreen Supermix (Bio-Rad Life Science, Inc., Hercules, CA, USA) and an Applied Biosystems 7900HT qPCR instrument (ThermoFisher) using the following protocol: 1 cycle of 98 °C for 30 sec and 40 cycles of 98 °C for 10 sec, 63 °C for 30 sec, and 72 °C for 1 min. Then, the pre-amplified PCR mixture was amplified for another 10 cycles (corresponding to 1/3 maximum fluorescence from the qPCR assay) using the same thermocycling parameters. After amplification, the libraries were purified using AMPure XP beads (Beckman Coulter Life Sciences, Indianapolis, IN, USA). Libraries were sequenced on an Illumina HiSeq 2500 instrument using 50-bp single-end reads.

### RNA-seq

Total RNA was isolated from S2 cells using a PureLink RNA purification kit (ThermoFisher). Then, rRNA was removed from each sample with a Ribo-Zero rRNA Removal kit (Illumina). RNA libraries were constructed using a NEBNext Ultra II RNA Library Kit for Illumina and NEBNext Multiplex Oligos for Illumina, Primer Set 1 (New England Biolabs). Libraries were sequenced on an Illumina HiSeq 2500 instrument using 50-bp single-end reads.

### ATAC-seq data analysis

ATAC-seq Fastq files were aligned to the dm6 genome assembly (http://ftp.flybase.net/releases/FB2018_06/dmel_r6.25/fasta/) using Novocraft Novoalign with the following settings: --NonC -o SAM -r Random. SAM files were processed to BAM format, sorted, and indexed using Samtools [40]. BAM files were reads per million-normalized and converted to bigWig files using the Bio-ToolBox ‘bam2wig.pl’ program (https://github.com/tjparnell/biotoolbox/blob/master/scripts/bam2wig.pl). Peak calling was performed on the bigWig files by utilizing the Multi-Replicate Macs ChIPseq pipeline (https://github.com/HuntsmanCancerInstitute/MultiRepMacsChIPseq) with the following settings: --dupfrac 0.2 --size 200 --cutoff 2 --peaksize 300 --peakgap 200. Fractions of reads in peaks values were calculated in R using the Rsubread package (version 2.8.2). Transcription start site enrichment was calculated using Deeptools (version 3.3.2). Called peaks were annotated in R with the ChIPseeker package [41]. Count data for called peaks was collected from processed BAM files using the Bio-ToolBox ‘get_datasets.pl’ program (https://metacpan.org/pod/distribution/Bio-ToolBox/scripts/get_datasets.pl). The count data was then used to identify differentially accessible regions with the R package DEseq2 [42]. ATAC-seq quality metrics are shown in Additional file 1.

### RNA-seq data analysis

RNA-seq fastq files were aligned to the BDGP6 genome assembly using the STAR aligner [43] with the following settings: --twopassMode Basic --outSAMtype BAM SortedByCoordinate --outWigType bedGraph --outWigStrand Unstranded --clip3pAdapterseq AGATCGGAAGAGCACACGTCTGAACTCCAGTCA. The resulting sorted BAM files were indexed using Samtools (Li et al., 2009). FeatureCounts was used to collect count data for BDGP6 genes using the following command: -T 16 -s 2 [44]. Count data for all replicates and experimental conditions were combined into a single count matrix in R. The count matrix was subsequently used to identify differentially expressed genes with the R package DEseq2 [42].

### Integration analysis of ATAC-Seq and RNA-Seq datasets

The ATAC-seq peak data were compared to the RNA-seq data to determine how chromatin accessibility influenced gene expression. The raw RNA-seq and ATAC-seq counts for each sample were compared using the gene annotation of the ATAC-seq peak and the assigned RNA-seq gene. The raw count value was averaged by experimental condition and genomic assay type. Then, the RNA-seq and ATAC-seq datasets were compared using the annotated genes and the log_2_ fold change values for each peak/gene in the respective genomic assay. ATAC-seq peaks with an FDR < 0.1 and genes detected by RNA-seq with an FDR < 0.05 were used to compare the differentially accessible peaks and differentially expressed genes. Pearson correlation analysis was performed between the log_2_ fold change values of the genomic assays and between the average raw count values of the genomic assays (controlling for the experimental condition).

### Plasmid construction and transformation

A multiple cloning site (MCS) was cloned into the backbone pDEST VanGlow-GL vector [45]. Then, we removed the *mini-white*^*+*^ cassette using the restriction enzymes AflII (3 L137, 3R131, X216, 3 L114, 2 L796, 3 L981, 2 L220, 2R177, 2 L225, and FOXO TFBS) or SmaI and PmlI (X950, 2 L846, and 2R111). The digested plasmids were incubated with T4 ligase for 15 min at room temperature and purified by 1% gel electrophoresis. The plasmids were linearized using AvrII and PacI (sites contained in MCS; all enzymes from New England BioLabs).

Genomic DNA was purified from S2 cells using a Monarch Genomic DNA Purification kit. Candidate chromatin peak sequences and 100-200 bp flanking sequences [34] (Additional file 2) were amplified using Phusion High-Fidelity PCR MasterMix (primer sequences are listed in Additional file 3) and a C1000 thermocycler (Bio-Rad Life Science). The peak sequences were amplified for 98 °C for 5 min, followed by 35 cycles of 98 °C for 30 sec, 52-68 °C gradient for 30 sec, 72 °C for 4 min, and a final incubation for 5 min at 72 °C. The amplified fragments were purified on 1% agarose gels and extracted using a Monarch Gel Purification kit and cloned into linearized VanGlo-GL-MCS plasmid using NEBuilder HiFi Assembly master mix. The assembled plasmids were transformed into DH5α cells and grown overnight. Clones were screened by restriction digestion using EcoRI-HF. Sequences were confirmed by Sanger sequencing at GeneWiz (South Plainfield, NJ, USA). Confirmed plasmids were transformed into S2 cells using TransIT Insect Transfection Reagent (Mirus Bio, Madison, WI, USA). Transformed cells were grown for 48 h before use in experiments.

### Luciferase assays

Transformed S2 cells were serum starved for 24 h and treated with insulin or vehicle as described above (*Cell culture*). Then, luciferase activity was assayed using a Luciferase Reporter Substrate Assay Kit-Firefly (Abcam, Cambridge, MA, USA). Luminescence was detected with a BioTek Synergy HTX microplate reader (BioTek Instruments, Winooski, VT, USA) and Gen5 2.01.17 software (BioTek Instruments).

### Statistical analysis

Statistical differences in relative luminescence data were analyzed by Student’s t-tests with at least three biological replicates using GraphPad Prism 9.0 software. Differences between genome feature proportions were analyzed using χ^2^ tests included in R [46] Correlations were analyzed using Pearson correlation tests included in R. One-proportion z-tests were performed using the binom.test function in R. Heatmaps were generated using the R package ComplexHeatmap [47]. PCA plots were created using the R package pcaExplorer [48]. Correlation plots were produced with the R package ggpubr (https://github.com/kassambara/ggpubr).

## Supplementary Information

**Additional file 1. ** ATAC-seq quality control metrics.

**Additional file 2. ** ATAC-seq peaks that were cloned and tested in luciferase assays.

**Additional file 3. **Primer sequences used for cloning.

## Data Availability

All sequencing data are deposited in the Sequence Read Archive (BioProject ID: PRJNA730574; https://www.ncbi.nlm.nih.gov/bioproject/PRJNA730574). The plasmids developed in this study are available from C.M. upon reasonable request.

# Supplementary material for: Harnessing changes in open chromatin determined by ATAC-seq to generate insulin-responsive reporter constructs
**Source:** BMC Genomics. 2022 May 25;23:399. doi: 10.1186/s12864-022-08637-y
**Supplement:** Supplementary file 1 — Additional file 1. ATAC-seq quality control metrics.

A

Sample	Total reads	Uniquely mapped (%)	Multiple mapping (%)	Unmapped (%)
FV1	15,950,956	12,386,888 (77.7)	3,182,285 (20.0)	379,659 (2.4)
FV2	15,103,825	11,769,069 (77.9)	2,963,058 (19.6)	369,650 (2.4)
FV3	19,901,587	15,375,952 (77.3)	4,044,883 (20.3)	477,575 (2.4)
FI1	20,459,629	15,893,639 (77.7)	4,089,116 (20.0)	475,836 (2.3)
FI2	18,610,600	14,482,423 (77.8)	3,677,230 (19.8)	450,208 (2.4)
FI3	17,872,697	13,942,526 (78.0)	3,503,986 (19.6)	425,270 (2.4)

Sample	Total mapped	Nonduplicate count	Duplicate count	Duplication rate
FV1	15,569,173	10,935,840	4,633,333	29.76%
FV2	14,732,127	10,298,933	4,433,194	30.09%
FV3	19,420,835	13,089,863	6,330,972	32.60%
FI1	19,982,755	14,322,959	5,659,796	28.32%
FI2	18,159,653	13,535,781	4,623,872	25.46%
FI3	17,446,512	13,111,747	4,334,765	24.85%

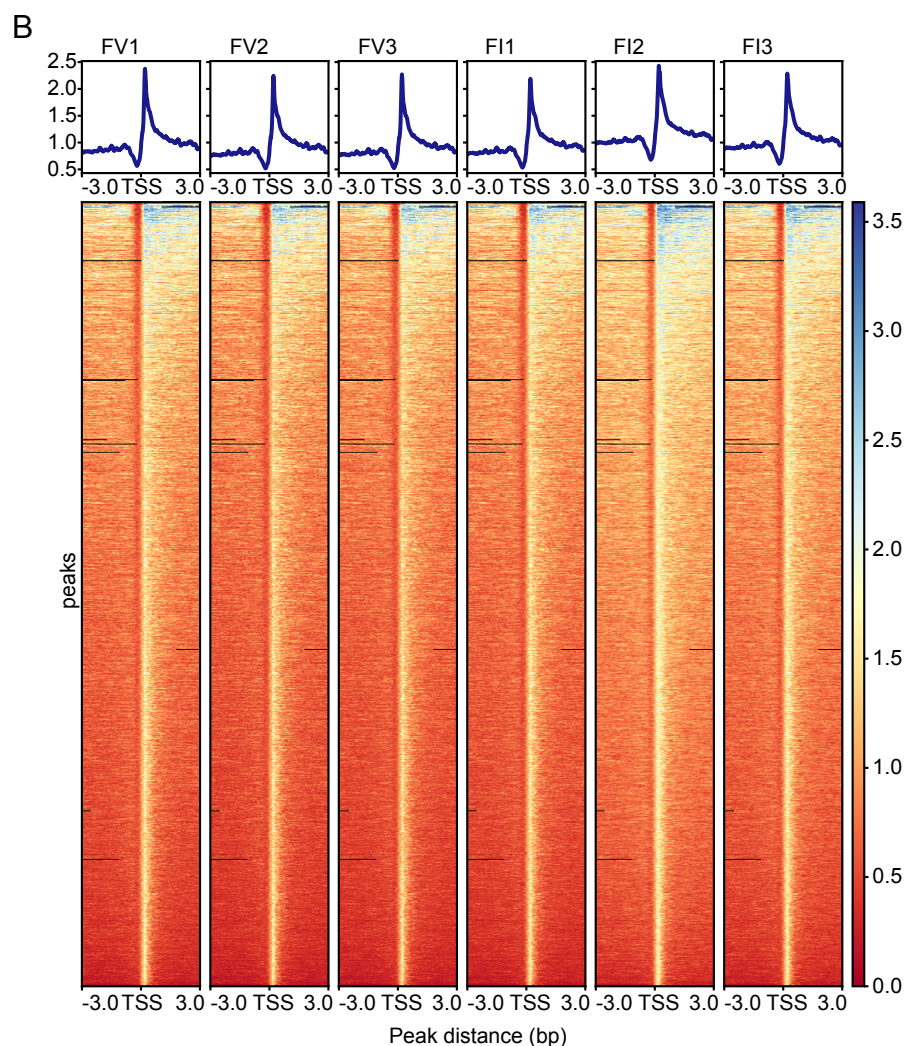

C

Sample	Fraction of reads in peaks (FRiP)
FV1	28.5
FV2	28.5
FV3	27.8
FI1	28.1
FI2	26.4
FI3	27.2

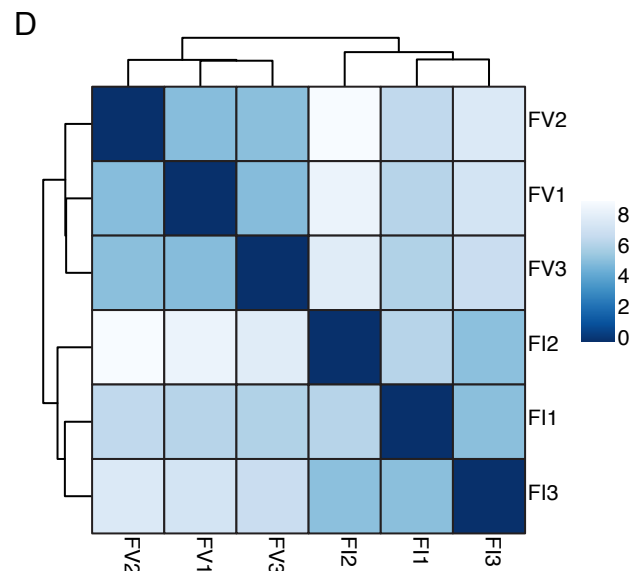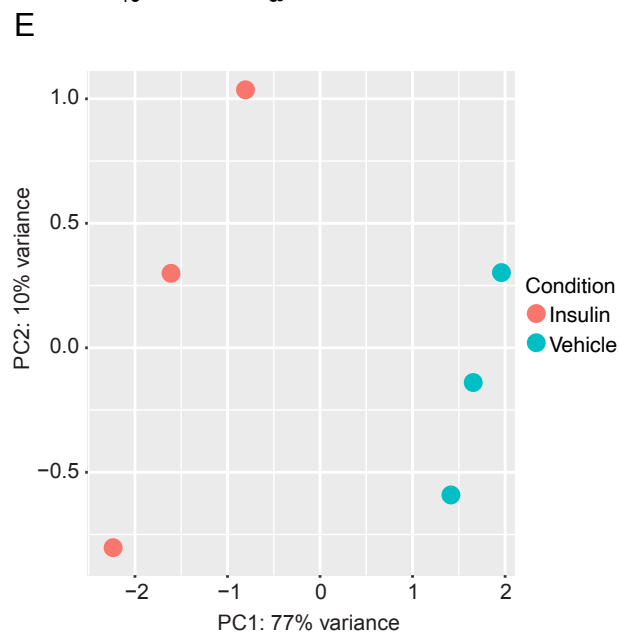

Additional_File_1. Quality metrics of ATAC-seq data. A) Alignment statistics. B) Transcription start site (TSS) enrichment. C) Fraction of reads in peaks. D) Sample similarity calculated by DESeq2. E) Principal component analysis showing sample clustering.

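Duplicate reads made up a larger share of the vehicle libraries than of the insulin libraries. By the paper's Additional file 1, the share was 29.8, 30.1 and 32.6% in vehicle replicates 1 to 3 and 28.3, 25.5 and 24.9% in insulin replicates 1 to 3. The means computed from these are 30.8 ± 1.55% (SD, n = 3) for vehicle and 26.2 ± 1.85% (SD, n = 3) for insulin, with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. Duplicates are reads with the same start, which arise from copying during PCR, from repeats or from several insertions at 1 site. After their removal, the paper's counts leave 10298933 to 13089863 reads per vehicle library and 13111747 to 14322959 per insulin library, with p = 0.1 in the same exact permutation test. The paper gives 77.3 to 78.0% of reads with a single match to the genome and 19.6 to 20.3% with several.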

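The fraction of reads in peaks measures how much of a library falls on accessible regions. The paper's Additional file 1 gives 27.8 to 28.5% for the vehicle libraries and 26.4 to 28.1% for the insulin libraries. Computed from these, the means are 28.3 ± 0.404% (SD, n = 3) and 27.2 ± 0.850% (SD, n = 3), with p = 0.2 in a two-sided exact permutation test that cannot give less than 0.1 for 3 libraries against 3.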

How the deposited data were processed for this re-analysis (not part of the article)

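Chromatin accessibility (ATAC-seq) and RNA (RNA-seq) were measured in Drosophila S2 cells kept without serum for 24 h and then exposed to insulin (10 µM in the paper, 10 M in the sample labels) or vehicle for 4 h, with 3 samples per treatment and assay. The sources used here do not say whether the samples came from separate cultures. The authors aligned the ATAC-seq reads to dm6 with Novoalign, placing reads with several matches at random, processed them with SAMtools, and called peaks on the 3 samples of each treatment together with a MACS-based pipeline. The deposited peak lists of the 2 treatments carry a score for each peak, which the authors' pipeline gave and which was used only to rank peaks within a list. The authors merged the lists, annotated the merged peaks with ChIPseeker, counted reads per merged peak and sample, and compared the treatments with DESeq2. The authors' deposited table gives for each merged peak a normalized mean signal over the libraries, a log2 fold change with its standard error, and a p-value with its Benjamini-Hochberg adjusted value. The authors aligned the RNA-seq reads to BDGP6 with STAR and counted them per gene by strand with featureCounts, and the deposited sheet of raw counts holds whole numbers that are not normalized. Further deposited sheets hold the authors' regularized log2 values, used only as an alternative for the principal components, and the authors' DESeq2 comparison of RNA-seq, used as an alternative, with its mean signal, log2 fold change and p-value. The authors' deposited table of pathways, with a p-value per pathway, does not state the genes entered and gives no result here. The 6 columns of normalized RNA-seq values per library were not used, since the raw counts were. Apart from Rsubread and Deeptools, whose versions the paper states for its quality measures, versions of the authors' tools for sequencing data are not given in the sources used here.

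RNA-seq counts were normalized by TMM and compared with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) by the quasi-likelihood test with robust fits, after filterByExpr, which kept 8683 of 10287 genes, at FDR < 0.05. The libraries held 7132065 to 10256535 counts, and the biological coefficient of variation was 4.40%. The test was tested on simulated counts, with the results given beside the RNA-seq data. DESeq2 1.42.0 on the same genes was an alternative. Principal components were computed from log2 CPM with a prior count of 2. For ATAC-seq the authors' calls were tallied at FDR < 0.1, because counts per ATAC-seq sample were not used here; the count test planned for that case was not run. Peaks of the lists were called shared at an overlap of at least 1 bp. Feature classes were compared by chi-square, by simulated p-values from 10000 tables and by Fisher's exact test, with Wilson intervals at 95%. Correlations across pairs of a peak and its gene were tested by 100000 shuffles of the RNA-seq values between genes, and exactly where a class had fewer than 10 pairs, with Benjamini-Hochberg adjustment over the classes; the smallest p is 1e-05. This was also tested on simulated data. Differences between groups of peaks were given with 95% intervals from 2000 bootstrap draws of blocks of 1 Mb, or of 100 kb on chromosome 4, and matched within 5 bins each of GC content and count. For the rRNA genes, the histone genes and the Y the draws were of single peaks, and for RNA values of single genes. Motifs were counted in the central 300 bp of each peak in the dm6 reference sequence. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

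Lists of genes, 27 in number and fixed before the data were examined, cover FOXO targets, insulin and TOR signaling, ribosome biogenesis, cytosolic and mitochondrial ribosomal proteins, translation initiation factors, tRNA synthetases, glycolysis, gluconeogenesis and trehalose, fatty acid synthesis, autophagy, nucleotide and one-carbon metabolism, ERK feedback, DNA replication and cell cycle, ecdysone response, immune response, heat shock, unfolded protein response, oxidative phosphorylation, mitochondrially encoded genes, histones, plasmatocyte, crystal cell and lamellocyte, neuron and muscle, and germline and fat body markers, the somatic piRNA pathway, and Myc and growth regulators. Lists with at least 5 tested genes were tested with camera at a preset correlation of 0.01, with an estimated correlation and fry as alternatives, and Benjamini-Hochberg adjustment over the lists. Genes to be named were set before the data were examined: for RNA-seq the 10 largest rises and the 10 largest falls at FDR < 0.05 with at least 5 CPM in the higher group and no overlap between the libraries of the groups, every gene the paper names, and up to 4 members of each list with the smallest FDR. For ATAC-seq they were the 12 cloned peaks, the 5 largest rises and the 5 largest falls at FDR < 0.1, and the 5 pairs in each direction 1-2 kb from the TSS with the largest product of both fold changes. Of the 10 largest rises in RNA, 1 is not reported here. The fold changes of the cloned peaks had been seen in the paper's Additional file 2. Gene positions and current symbols are from the dm6 reference annotation. Alternatives tried were other normalizations, filters, tests, thresholds, overlaps, pseudocounts and statistics, and leaving out each RNA-seq library. Luciferase measurements were not analysed here.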

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

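The tests of the share of X and chromosome 4 DNA, of GC content on chromosome 4, of the RNA of genes on these chromosomes, of duplicate reads, of reads placed at random and of other splits of the samples were chosen only after the result was seen.

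Peaks on the X outside the rRNA gene array and on chromosome 4, which the paper does not discuss by chromosome, were less accessible after insulin, with medians of -0.058 over 1565 peaks and -0.13 over 123 peaks on the log2 scale, against 0.01 on chromosomes 2 and 3 in the authors' deposited table. Against peaks of chromosomes 2 and 3 with the same GC content and count the differences were -0.077 (95% interval -0.110 to -0.052) on the X and -0.098 (-0.122 to -0.052) on chromosome 4, which argues against GC content as the whole cause. A smaller share of this DNA in the insulin libraries would lower all peaks alike. Distal intergenic peaks differed from chromosomes 2 and 3 by less than promoters of ≤1 kb did, by 0.086 (0.013 to 0.134) on the X and by 0.146 (0.089 to 0.264) on chromosome 4. By this class alone, the values argue against a smaller share as the whole cause. Introns lay nearer to promoters, at -0.055 (-0.082 to -0.019) on the X and -0.144 (-0.16 to 0.154) over 12 peaks on chromosome 4, against -0.089 and -0.166 at promoters of ≤1 kb. Introns minus promoters gave 0.033 (-0.006 to 0.076) on the X and 0.022 (-0.011 to 0.322) on chromosome 4. These intervals include 0, so introns do not decide it. The RNA of the 737 genes nearest to these peaks, with the X and chromosome 4 pooled, differed from that of chromosomes 2 and 3 by -0.004 (-0.040 to 0.018). This argues against lower RNA of the pooled genes as the cause. Most of these peaks lie on the X, so the pooled value does not decide it for chromosome 4. Transcription itself was not measured, and a response to insulin stays open, as untested.

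Peaks in exons, a class that the paper does not single out, were more accessible after insulin, with a median of 0.16 over 238 peaks in the authors' deposited table. Their accessibility change did not follow the RNA change of the gene whose exon they overlap (r = 0.009, 95% interval -0.114 to 0.125, over peaks of 148 genes). This argues against a change that goes with the RNA level of that gene. Transcription through the exon was not measured, so it is not decided. Their GC content is high, with a median of 53.4%, and the difference from other peaks outside promoters of ≤1 kb, 0.134, was 0.039 (0.006 to 0.079) against peaks of the same GC content and count, so GC content stays open as a cause of most of it. Calling after insulin alone also stays open: among peaks called in both conditions the difference was 0.072 (0.034 to 0.117). The share of duplicate reads (exact permutation test, p = 0.1) differed between the treatments in every library and cannot be told apart from the treatment.

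Peaks over the rRNA gene array of the X, which the paper does not discuss, were more accessible after insulin, with a median of 0.26 over 74 peaks, of which 30 were more and 0 less accessible at FDR < 0.1 in the authors' deposited table. The difference from chromosomes 2 and 3 was 0.251 (95% interval over peaks 0.225 to 0.276) for the rRNA genes, 0.051 (0.026 to 0.074) for the histone genes on 2L and 0.027 (0.000 to 0.067) for the Y. Against peaks of the same GC content and count it was 0.169 (0.135 to 0.211). The peaks of an array lie side by side and share reads placed at random, so these intervals, which take peaks as independent, are too narrow, and neither the placement of reads nor GC content is excluded. The number of rRNA gene copies per cell was not measured, and a response to insulin stays open, as untested.

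Groups of genes that the paper does not discuss passed the camera test in RNA-seq with a preset correlation, and none of the 12 passed with an estimated correlation (adjusted p from 0.110 to 0.634). For DNA replication and the cell cycle the estimated correlation, 0.00134, was below the preset one. Its adjusted p from camera still went from 0.0410 to 0.179, so a higher correlation between genes does not explain the loss for this list. In the other lists that had passed, the estimate was above the preset one, and the reason for their loss was not tested. The median log2 fold change was 1.03 for ribosome biogenesis. It was 0.49 for mitochondrial ribosomal proteins. It was 0.38 for oxidative phosphorylation. It was 0.51 for purine, pyrimidine and one-carbon metabolism. It was 0.42 for tRNA synthetases. It was 0.22 for translation initiation factors. Glycolysis had a median of 0.28. Cytosolic ribosomal proteins had a median of -0.12. Autophagy had a median of -0.21. The immune response had a median of -0.22. DNA replication and the cell cycle had a median of -0.13. Plasmatocyte markers had a median of -0.18. The 10 splits of the 6 RNA-seq libraries into 3 and 3, of which 1 is the real one, are too few for a share under 0.05: the real split called 12 lists and the highest of the others 8. For genes, the real split called 4344 and the highest of the others 0 (1 of 10 splits). Each of the other splits mixes insulin and vehicle libraries in both groups. The treatment difference then adds to the spread within groups, so these counts do not show what chance alone would give.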

How the results depend on the processing

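Each result was recomputed under alternatives set before the data were examined and a few chosen after seeing the data. Of 1632 values of 242 results, 1542 were taken as the same. For tests and correlations this means that the direction and the side of the threshold were kept. For counts it means a value within 1.5 times of the first, such as 3212 genes changed with DESeq2 against 4344. Of the other values, 28 lost the threshold, 6 passed it, 31 changed sign and 25 counts or shares moved. Among the named genes, 1013 of 1047 values kept their sign and side of the threshold, 23 lost the threshold (7 genes), 3 passed it and 8 changed sign (5 genes). No paired analysis was possible because the columns of the count table carry no replicate numbers, so the fits with a replicate block were not run. The ATAC-seq alternatives on counts (DESeq2, RLE, no filter, replicate block and leaving out libraries) were not run, because counts per ATAC-seq sample were not used here. At 7132065 to 10256535 counts per library the simulated comparison found fewer of the genes changed 1.2-fold than of those changed more. A correlation could not be computed for the restricted pairs in 5' UTRs (2 pairs) or in downstream elements of 1-2 kb (1 pair).

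For RNA-seq, with an absolute log2 fold change above 0.5 also required, 1152 genes pass (706 higher, 446 lower), and above 1, chosen after seeing the data, 175 (105 higher, 70 lower), fewer by construction. The lower genes were 1286 with DESeq2 on all genes and 1277 with the authors' p-values adjusted over the genes tested, both chosen after seeing the data, and 1285 in the authors' deposited table. The cause was not tested. The first component held 63.0% over all tested genes and 90.7% in the authors' regularized values. Called lists numbered 0 with an estimated correlation and 19 with fry, which tests another hypothesis. At ATAC-seq FDR < 0.05, 440 peaks pass (190 higher, 250 lower). Shared peaks were 76.4% of the insulin and 77.8% of the vehicle list at an overlap of 50% of both peaks, and 92.8% and 88.8% in the upper part by score. The chi-square of feature classes was 126.5 for peaks called in 1 condition only, chosen after seeing the data, and 20.2 for differential peaks at FDR < 0.05.

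Correlations that changed sign, for causes that were not tested unless said, were these. For counts, Spearman's rho was 0.002 in promoters 2-3 kb from the TSS, 0.030 in 3' UTRs, 0.058 in exons, 0.007 in introns and 0.029 in downstream elements of <1 kb, and with filtered genes r was 0.080 in 3' UTRs and 0.048 in exons. For fold changes, r was 0.062 in 5' UTRs without the X and chromosome 4, and in downstream elements of 2-3 kb rho was -0.029 and r lay between -0.018 and 0.086 over the libraries left out. In distal intergenic regions r was 0.044 without 2SrRNA:CR45864, 0.007 with peaks that have a symbol and 0.004 without the X and chromosome 4, all chosen after seeing the data and all of which leave out the peaks of that gene. In downstream elements of 1-2 kb r lay between -0.811 and -0.660 over the libraries left out and passes the threshold without X5. For restricted pairs, r was 0.457 in promoters 1-2 kb from the TSS at ATAC-seq FDR < 0.05, with fewer pairs, and no longer passes. In 3' UTRs it was 0.371 with the authors' RNA-seq values and with their p-values over the genes tested, 0.379 with DESeq2 on all genes, rho was 0.029, and r lay between -0.080 and 0.388 over the libraries left out. In distal intergenic regions it was 0.187 with the authors' RNA-seq values and with their p-values over the genes tested, 0.192 and 0.055 with DESeq2 on all genes at FDR < 0.05 and < 0.1, and lay between -0.161 and 0.101 over the libraries left out. Genes that did not pass the test and changed sign over the libraries left out were tio (-0.059 to 0.551), osk (-0.039 to 0.235), His3.3A (-0.062 to 0.015), His4r (-0.098 to 0.001) and AGO3 (-0.060 to 0.046).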

Differences from the paper's values

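For counts and p-values without an error, values are listed where one is more than 1.5 times the other. Correlations are listed where they differ in sign or by more than an error. The error is (1 - r squared) over the square root of the number of genes less 3, or the paper's rounding if larger. Alternatives named here were set before the data were examined unless said otherwise.

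The p of the chi-square between the insulin and vehicle lists is 0.03 in the paper and 0.173 here. An overlap of 50% for taking a class gave the same chi-square and p. The alternative of 3 classes pools the promoter classes that the paper names. Neither alternative can therefore explain the difference from the paper. The paper's median number of peaks per gene is 2; here it is 1 per gene, with no alternative set, and 2 when counted once per peak. The paper's chi-square of differential against all peaks is 6.13 with p = 0.80; here it is 12.8 with p = 0.232 against the other peaks and 20.2 with p = 0.0461 at FDR < 0.05, which does not come within the paper's values, and against all peaks, chosen after seeing the data, it is 10.7 with p = 0.380.

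For counts, r in promoters 1-2 kb from the TSS is about -0.0075 in Fig. 2B, read by eye, and 0.039 here. Every alternative (pseudocount, filter, 1 value per gene, Spearman) also differs in sign. The filter (0.020) and 1 value per gene (0.025) come within the error. In exons it is about 0.027 in Fig. 2B, read by eye, and -0.005 here, a difference in sign that lies within the error. The filter on genes and Spearman have the paper's sign, and the pseudocount and 1 value per gene do not. In downstream elements of <1 kb it is about 0.02 in Fig. 2B, read by eye, and -0.064 here, a difference in sign that lies within the error. Spearman has the paper's sign and the other alternatives do not. In downstream elements of 1-2 kb it is about -0.15 in Fig. 2B, read by eye, and -0.573 here, and every alternative also differs.

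For fold changes, the paper's r over all pairs is 0.05 and the value here is 0.072; no filter and leaving out library X3 or X5 come within the error, while the authors' fold change, DESeq2, the other 4 libraries, 1 value per gene and Spearman do not. In promoters of ≤1 kb the paper's r is 0.096 and the value here is 0.132; Spearman and leaving out X3 come within the error, and the other alternatives do not. In promoters 1-2 kb from the TSS the paper's r is 0.13 and the value here is 0.170; no filter, Spearman and leaving out X3 or X6 come within the error, and the other alternatives do not. In distal intergenic regions the paper's r, printed in its text and as about -0.14 in Fig. 4B, differs from the value here, -0.236; the authors' fold change, no filter, Spearman and leaving out X1, X2, X5 or X6 come within the error, while DESeq2, 1 value per gene and leaving out X3 or X4 do not. In exons r is about 0.035 in Fig. 4B, read by eye, and -0.070 here. Every alternative also differs, in sign or by more than the error, and Spearman (-0.039) differs in sign alone. For restricted pairs in distal intergenic regions r is about 0.055 in Fig. 5B, read by eye, and -0.091 here, a difference in sign that lies within the error. The authors' RNA-seq values and leaving out X5 come within the error with the paper's sign, and the other alternatives do not. The paper's binomial p for equal signs is 5.38e-10 and the value here is 2.1e-11, and every alternative differs by more than 1.5 times.

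The number of genes changed was 4344 here at the paper's stated FDR < 0.05, against the paper's 3616, which is within 1.5 times. DESeq2 on all genes at FDR < 0.1, chosen after seeing the values, gives 3616 genes (2054 higher, 1562 lower) and drops 0 of the 3615 genes that the authors' deposited table calls at that threshold, and the authors' deposited table holds 3615 genes at FDR < 0.1 and 3167 at FDR < 0.05. With the same setting, also chosen after seeing the values, the restricted r is 0.418 over all pairs, 0.652 in promoters 1-2 kb from the TSS and 0.055 in distal intergenic regions. The paper states that elements 1-2 and 2-3 kb downstream were not among the differential peaks; the authors' deposited table holds 1 and 4 of them at FDR < 0.1. The paper states that the share of proximal promoters increased after insulin. The share here is 60.4% after insulin and 60.9% after vehicle, while that of promoters 1-2 kb from the TSS is higher after insulin, 8.80% against 8.34%. Here each peak took the class of the merged peak under it, so overlapping peaks of both lists share a class. The paper's shares may rest on another way of annotating the lists. The paper states significant anticorrelations in downstream elements of 1-2 kb and in distal intergenic regions, and names no adjustment of their p-values. For downstream elements of 1-2 kb the exact permutation test here gives p = 0.0249 and adjusted p = 0.0683, which passes without library X5. For distal intergenic regions the permutation test over genes gives p = 0.0876 and adjusted p = 0.193. The paper states that the cloned peaks of its first group had the largest fold changes; their ranks among 194 are 3, 10, 38 and 64. For the second group, stated to have the highest fold changes among enhancers, the ranks among 38 are 5, 19, 25 and 31, and for the intron group, X950 is in the class of promoters 2-3 kb from the TSS and the ranks of 3L137, 3R131 and X216 among 31 introns are 11, 14 and 20. The legend of Fig. 6 places the second group 1-2 kb from the TSS, which is the class of these peaks here, while the panel's label names the next class.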

Other observations

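The tests of motifs in the direction opposite to the first 4 hypotheses were chosen only after the result was seen.

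Many of the lists that did not pass camera hold genes that rose and genes that fell. Of 17 FOXO targets, genes that insulin is known to restrain through FOXO, 6 rose and 6 fell by edgeR's quasi-likelihood test (the same when adjusted over the list alone), with srl, the fly PGC-1 gene, at 1.26 higher and InR, the insulin receptor gene, at -0.31 lower; the median was -0.069 and the mean 0.08. Of 27 genes of the insulin and TOR pathway, 9 rose and 7 fell (the same when adjusted over the list alone), with the PI3-kinase subunit genes Pi3K21B at 0.82 and Pi3K92E at -0.40, and S6k at 0.39. Of 11 Myc and growth regulators, 5 rose, among them dm, the fly Myc gene, at 0.47, and Max at 0.42, and 4 fell. Of 15 heat shock protein genes, 7 rose, among them Hsc70-4 at 0.62, Hsp83 at 0.59 and Hsp60 at 0.64, and 2 fell. Of 19 genes of the unfolded protein response, 8 rose (9 when adjusted over the list alone), among them Sec61alpha at 0.48, and 3 fell, among them Xbp1 at -0.26. Fatty acid synthesis had 8 higher and 3 lower of 18, with Men at 0.32 and HLH106, the SREBP gene, at -0.20, and gluconeogenesis and trehalose had 3 higher and 1 lower of 7. ERK feedback and immediate-early genes had 3 higher and 5 lower of 15, the ecdysone response 5 higher and 7 lower of 18 with Eip55E at 0.56 and EcR at -0.32, and the somatic piRNA pathway 4 and 4 of 12 with zuc at 0.72 and fs(1)Yb at -0.42. Mitochondrially encoded genes had 4 higher and 0 lower of 18 (2 when adjusted over the list alone; adjusted p = 0.0972 from camera), with mt:ND1 at 0.32, and the list passes without library X6. Histone genes had 0 higher and 1 lower of 5, in a family whose copies share reads. Crystal cell and lamellocyte markers had 0 higher and 2 lower of 5, neuron and muscle markers 2 and 1 of 10, and germline and fat body markers 0 and 1 of 4, too few for camera.

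Most genes that changed code for proteins: of 7875 tested, 2244 rose and 1885 fell. Of 526 long intergenic RNA genes 83 rose and 94 fell, and of 190 snoRNA genes 9 rose and 11 fell, with a median log2 fold change of -0.20. Of 14 tRNA genes 1 rose and 0 fell, and of 15 snRNA genes 0 rose and 2 fell.

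Motifs of factors tied to insulin or growth were sought in the 334 peaks that rose and the 409 that fell outside the rRNA gene array of the X, against unchanged peaks of the same GC content and count. FOXO sites (GTAAACA) were not more frequent where accessibility fell (odds ratio 0.73, 95% interval 0.495 to 1.08, adjusted p = 0.208 in a permutation test), nor were DNA replication-related elements (TATCGATA; 0.455, 0.183 to 1.13, adjusted p = 0.208). E-boxes (CACGTG), sites of Myc, had an odds ratio of 1.48 (0.915 to 2.40, adjusted p = 0.208) where accessibility rose, and AP-1 sites (TGASTCA) had 1.02 (0.567 to 1.84, adjusted p = 1), both with intervals too wide to decide. In the other directions, FOXO sites had 0.454 (adjusted p = 0.107) and DNA replication-related elements 0.229 (adjusted p = 0.148) where accessibility rose, and E-boxes had 0.67 (adjusted p = 0.454) and AP-1 sites 0.883 (adjusted p = 0.786) where it fell.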
